# Combined deletion of Glut1 and Glut3 impairs lung adenocarcinoma growth

**DOI:** 10.7554/eLife.53618

**Published:** 2020-06-23

**Authors:** Caroline Contat, Pierre-Benoit Ancey, Nadine Zangger, Silvia Sabatino, Justine Pascual, Stéphane Escrig, Louise Jensen, Christine Goepfert, Bernard Lanz, Mario Lepore, Rolf Gruetter, Anouk Rossier, Sabina Berezowska, Christina Neppl, Inti Zlobec, Stéphanie Clerc-Rosset, Graham William Knott, Jeffrey C Rathmell, E Dale Abel, Anders Meibom, Etienne Meylan

**Keywords:** genetically engineered mouse model of cancer, glucose transporters, lamellar bodies, lung adenocarcinoma, NanoSIMS, Human, Mouse

## Abstract

Glucose utilization increases in tumors, a metabolic process that is observed clinically by ^18^F-fluorodeoxyglucose positron emission tomography (^18^F-FDG-PET). However, is increased glucose uptake important for tumor cells, and which transporters are implicated in vivo? In a genetically-engineered mouse model of lung adenocarcinoma, we show that the deletion of only one highly expressed glucose transporter, Glut1 or Glut3, in cancer cells does not impair tumor growth, whereas their combined loss diminishes tumor development. ^18^F-FDG-PET analyses of tumors demonstrate that Glut1 and Glut3 loss decreases glucose uptake, which is mainly dependent on Glut1. Using ^13^C-glucose tracing with correlated nanoscale secondary ion mass spectrometry (NanoSIMS) and electron microscopy, we also report the presence of lamellar body-like organelles in tumor cells accumulating glucose-derived biomass, depending partially on Glut1. Our results demonstrate the requirement for two glucose transporters in lung adenocarcinoma, the dual blockade of which could reach therapeutic responses not achieved by individual targeting.

## Introduction

Glucose transporters are the first and rate-limiting step for cellular glucose utilization, a process often exacerbated in tumor cells that enables their growth and proliferation (Ancey et al., 2018; Lunt and Vander Heiden, 2011). Although inhibiting glucose metabolism in lung tumors could become an efficient treatment strategy (Hensley et al., 2016; Patra et al., 2013; Xie et al., 2014), whether and which glucose transporter(s) should be targeted remains unclear because of their possible functional redundancy. Additionally, in solid cancers, tumor cell growth can be fueled by nutrients other than glucose, or by using transporter-independent metabolic processes including autophagy and macropinocytosis (Commisso et al., 2013; Karsli-Uzunbas et al., 2014; Romero et al., 2017; Son et al., 2013).

In this study, we exploited the *Kras^LSL-G12D/WT^; Trp53^Flox/Flox^* (KP) mouse model of lung adenocarcinoma to explore the importance of glucose transporters, expressed by tumor cells, in disease development. By glucose tracing and ultrastructural analyses, we identified the presence of lamellar body-like organelles in tumor cells, which are the primary site of glucose-derived biomass accumulation, occurring partly in a Glut1-dependent manner. We show that the deletion of Glut1 or Glut3 is not sufficient to decrease tumor progression, which is only affected significantly upon combined Glut1 and Glut3 loss.

## Results and discussion

To interrogate the importance of particular glucose transporters in the most frequent subtype of lung cancer, lung adenocarcinoma (LUAD), we used The Cancer Genome Atlas specific for LUAD (TCGA-LUAD) to compare gene expression within the facilitated glucose transporter (GLUT, gene name *SLC2A*) family. *SLC2A1* (GLUT1) followed by *SLC2A3* (GLUT3) were the most expressed members, (Figure 1a) and high *SLC2A1* expression was correlated with poor overall survival (Figure 1—figure supplement 1a). From a human tissue microarray comprising 18 cases of stage IB-IIB LUAD and 18 cases of stage IA-IIB lung squamous cell carcinoma (LUSC), GLUT1 protein was detected in all tumors. Specifically, it showed intermediate and strong GLUT1 expression in 44% (8/18) and 56% (10/18) of the LUAD lesions, respectively (Figure 1b). In LUSCs, GLUT1 exhibited strong staining in all samples (Figure 1b), confirming previous results obtained from squamous cell carcinomas of lung and other tissues (Goodwin et al., 2017; Hsieh et al., 2019). To obtain more information about *SLC2A1* expression in LUAD, we applied a non-negative matrix factorization of TCGA-LUAD samples, which generated four distinct clusters (NMF1-4, Figure 1—figure supplement 1b). *SLC2A1* and *SLC2A3* were the most expressed in NMF4, which contains the highest percentage of the *TP53* mutation (Figure 1c). In the immunocompetent *Kras^LSL-G12D/WT^; Trp53^Flox/Flox^* (KP) mouse model where tumors consist of pure LUADs all harboring *Trp53* gene deletion, RNA sequencing analyses of bulk tumor samples revealed a predominance of NMF4-like lesions (Figure 1—figure supplement 1c). Glut1 protein levels in tumor cells gradually increased along tumor progression, with the majority of advanced grade lesions being positive with intermediate or strong Glut1 staining (Figure 1—figure supplement 2a). In normal lung, Glut1 was only weakly expressed or undetectable in the alveolar compartment that comprises alveolar type-1 and 2 (AT1, AT2) cells, endothelial cells and alveolar macrophages (Figure 1—figure supplement 2b), AT2 cells being considered as the principal tumor cell-of-origin in this model (Desai et al., 2014; Sutherland et al., 2014; Xu et al., 2012). In contrast, Glut1 was strongly expressed in the bronchiolar epithelial compartment that contains Club cells, another cell type permissive to tumor initiation (Sutherland et al., 2014; Figure 1—figure supplement 2b). To determine the contribution of Glut1 for tumor development, we crossed KP mice to *Slc2a1^Flox/Flox^* (G1) animals (Young et al., 2011), and initiated tumors in the resulting KPG1 mice and control KP mice by intratracheal lentiviral-Cre instillation (Lenti.PGK-Cre, Figure 1—figure supplement 2c–d). During tumor progression, we detected slightly but not significantly reduced changes in tumor growth rates monitored by X-rays micro-computed tomography (μCT) (Figure 1d). At sacrifice, although no significant difference was observed in the weight or in the number of lesions (Figure 1e–f), a significant reduction of high grade tumors (grades 4 and 5) was determined upon Glut1 loss in KP lesions (Figure 1g). Because there was no significant increase in KPG1 mouse survival (Figure 1h), these data together fail to reveal a clear impact of Glut1 deletion in the tumor epithelial cells on disease progression.

**Figure 1.**
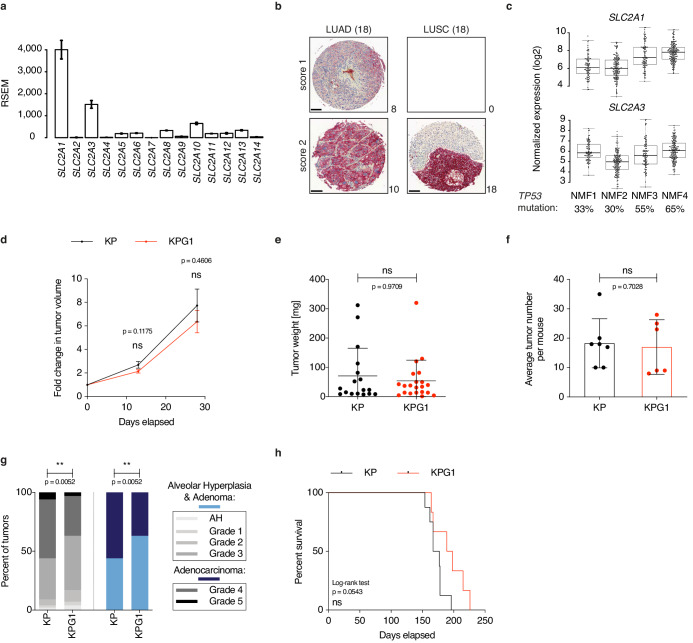
Glut1 deletion does not impact disease progression in *Kras^LSL-G12D/WT^; Trp53^Flox/Flox^* mice. (**a**) Gene expression level (RSEM) of glucose transporters in TCGA-LUAD samples (n = 511). (**b**) Immunohistochemistry (IHC) from a next-generation tissue microarray of human LUAD and LUSC showing score 1 (intermediate) or score 2 (strong) GLUT1 staining. The number of cases per score and histology are indicated. Scale bars: 100 μm. (**c**) Expression level (log2 normalized) of *SLC2A1* and *SLC2A3* in the 4 NMF LUAD subtypes. Percent of *TP53* mutation in each subtype is indicated. (**d**) Graph with mean ± s.e.m. shows the fold changes of KP and KPG1 tumor volumes (n = 32 and 26, respectively) monitored during 28 days by μCT, starting at 16 weeks and 6 days post-tumor initiation with tumor volumes set to 1. ns: not significant by Mann-Whitney test. (**e**) Dot plot with mean ± s.d. shows KP and KPG1 tumor weights (n = 17 and 21) at sacrifice 29 weeks post-tumor initiation. ns: not significant by Mann-Whitney test. (**f**) Dot plot with mean ± s.d. shows the average number of KP and KPG1 tumors per mouse (n = 7 and 6 mice). ns: not significant by Mann-Whitney test. (**g**) Percent of KP (n = 128) and KPG1 (n = 102) lesions classified by tumor grades, either detailed from alveolar hyperplasia (AH) to grade 5 or discriminated between alveolar hyperplasia and adenomas, and adenocarcinomas. Alveolar hyperplasia and adenomas include the AH and the tumor grades 1, 2, and 3. Adenocarcinomas contain the tumor grades 4 and 5. **: p < 0.01. Fisher test was applied when comparing AH, grade 1, grade 2, grade 3, grade 4, and grade 5. Chi-square for trend was applied when comparing alveolar hyperplasia and adenomas, and adenocarcinomas. (**h**) Kaplan-Meier survival analysis of KP (n = 8) and KPG1 (n = 6) mice. ns: not significant by Log-rank test. Figure 1—source data 1.Source files for tumor growth, grades and survival of KP and KPG1 mice.

**Figure 1—figure supplement 1.**
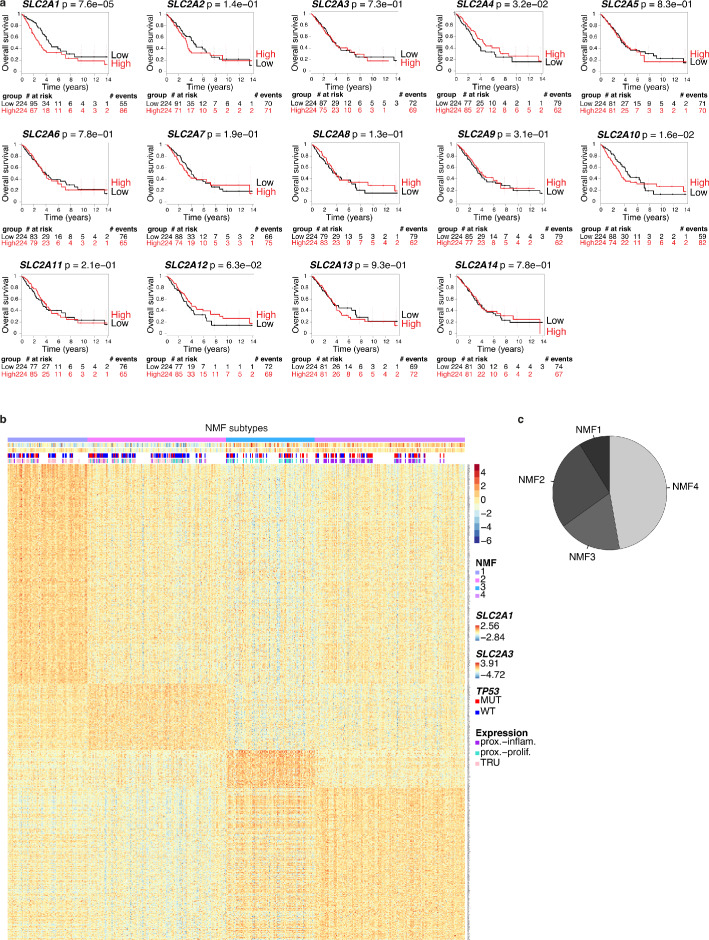
Non-negative matrix factorization generates four LUAD subtypes, with NMF4 being the closest to KP tumors. (**a**) Kaplan-Meier survival analyses of glucose transporters in TCGA-LUAD (n = 448). Samples are split by median expression into high and low groups. p-values were computed with Wald test. (**b**) Heatmap showing gene expression (log2 normalized) of 935 metagenes selected by NMF to identify the 4 LUAD subtypes: NMF1-4 (top bar 1). Top bars 2 and 3: *SLC2A1* and *SLC2A3* expression, respectively. Top bar 4: *TP53* mutation status. Top bar 5: samples identified as proximal proliferative, proximal inflammatory and terminal respiratory unit (The Cancer Genome Atlas Research Network, 2014). (**c**) NMF subtype prediction applied to KP mouse bulk Lenti tumors; NMF1: 8%, NMF2: 26%, NMF3: 18% and NMF4: 48% (average of 4 samples).

**Figure 1—figure supplement 2.**
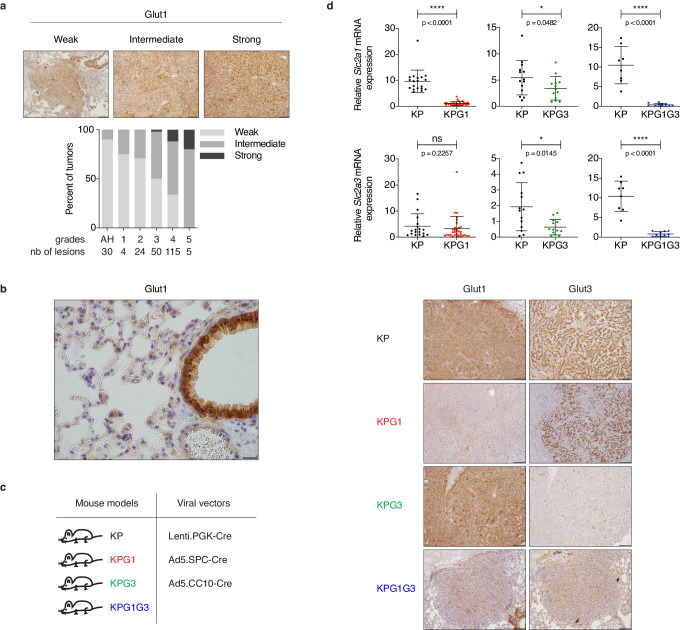
Glut1 is detectable in tumors and the bronchiolar epithelium but not in the alveolar compartment. (**a**) (upper panels) Representative examples of Glut1 staining by immunohistochemistry (IHC) in KP tumors showing weak, intermediate or strong expression. Scale bars: 100 μm. (lower panel) IHC quantification of KP lesions from alveolar hyperplasia (AH) to grade 5 tumors shows percent of Glut1 staining defined as weak, intermediate or strong. The number of lesions monitored per grade is indicated. (**b**) Representative Glut1 staining in a KP lung, showing weak expression in the alveolar compartment and strong staining in the bronchiolar epithelium. Scale bar: 20 μm. (**c**) Mouse models and viral vectors used. (**d**) Validation of Glut1 or Glut3 deletion by (upper panels) real-time PCR from purified CD45 - tumor fractions (KP & KPG1: n = 19, 32, respectively; KP & KPG3: n = 14, 13, respectively; KP & KPG1G3: n = 8, 10, respectively) or by (lower panels) Glut1 or Glut3 staining with IHC. ns: not significant by Mann-Whitney test; *: p < 0.05 by Mann-Whitney test; ****: p < 0.0001 by Mann-Whitney test. Scale bars: 200 μm (KP, KPG1 and KPG3 rows). Scale bars: 100 μm (KPG1G3 row). Figure 1—figure supplement 2—source data 1.Source files for Glut1 protein expression analysis by KP tumor grade.

To detect if there are measurable changes in glucose utilization secondary to Glut1 deletion in vivo, we decided to monitor glucose-derived biomass accumulation in tumors with ultrastructural resolution. Specifically, we performed ^13^C-glucose injections followed by nanoscale secondary ion mass spectrometry (NanoSIMS) imaging (Hoppe et al., 2013) correlated with electron microscopy (EM) (Figure 2a). Intense ^13^C enrichments inside tumors revealed a compartmentalized intracellular accumulation of glucose-derived biomass, which can be attributed to a specific organelle of tumor cells visualized by the superposition of images obtained from scanning EM (SEM) and NanoSIMS (Figure 2b). From SEM and transmission EM (TEM), these organelles resemble lamellar bodies (LBs) based on their size, secretory behavior and morphology, which exhibit more or less packed, occasionally visible lamellae (Figure 2b–c). LBs are lipid-rich secretory organelles specifically produced in the lung by AT2 cells, responsible for surfactant production and release into the alveolar space. Within tumor cells, these LB-like organelles (LBOs) were typically from 200 nm to 2 μm in diameter, irregularly shaped and darkly stained. Often these contained more heavily stained regions and discernible tightly packed lamellae at higher magnifications (Figure 2c). Quantitative NanoSIMS images of these organelles revealed a lower ^13^C-enrichment signal intensity in KPG1 compared to KP tumor cells (Figure 2d), demonstrating the consequence of Glut1 loss in vivo.

**Figure 2.**
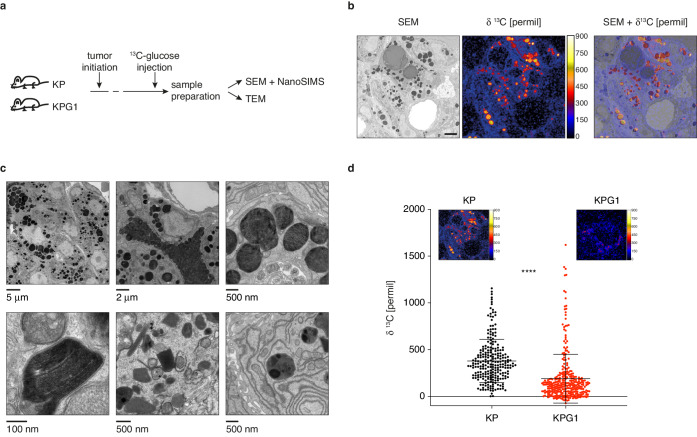
Lamellar body-like organelles are produced by tumor cells and accumulate most glucose-derived biomass. (**a**) Experimental setting. (**b**) Representative examples of a scanning electron microscopy (SEM) images (left), NanoSIMS isotopic image (middle) and their superposition (right) obtained from a KP tumor. Scale bar: 2 μm. (**c**) (upper panels) Representative transmission electron microscopy (TEM) images from KP tumors showing lamellar body-like organelles (LBOs) with different sizes, secretory behavior and presence of lamellae. (lower panels) High-resolution TEM micrographs showing high magnification lamellae (left), and LBOs with morphologies reminiscent of immature lamellar bodies (LBs) (middle and right). (**d**) Dot plot with mean ± s.d. showing the NanoSIMS quantification of ^13^C-enrichments in LBOs from KP and KPG1 tumors. Each dot represents the measurement of an individual LBO (n = 239 KP LBOs and n = 325 KPG1 LBOs). ****: p < 0.0001 by Mann-Whitney test. Representative NanoSIMS isotopic images of a (left) KP and (right) KPG1 tumor cell.

Despite the differences measured by NanoSIMS, Glut1 deficiency only minimally affected tumor progression (see Figure 1d–h). We therefore hypothesized the existence of an alternative mechanism that sustains lung tumor growth. First, we isolated KP and KPG1 tumors, prepared single cell suspensions and tested their glycolytic capacity. In this *ex vivo* experimental setting, KPG1 tumors failed to stimulate glycolysis in response to glucose (Figure 3a and Figure 3—figure supplement 1a). As exception, one KPG1 tumor displayed the strongest glycolytic response of all tested tumors, which coincided with elevated expression of another high-affinity glucose transporter, Glut3 (Figure 3a). To understand better the mechanisms of Glut1-deficient tumor progression, we also performed RNA sequencing analyses from the non-immune (CD45^-^) fraction of KP and KPG1 tumors. To increase the relevance of this comparison, we analysed three cohorts of mice, where tumors were initiated with Lenti.PGK-Cre, Ad5.SPC-Cre or Ad5.CC10-Cre, the latter two providing SPC^+^- or CC10^+^-cell restricted Cre expression for tumor initiation in distinct cell types (Sutherland et al., 2014) (see Figure 1—figure supplement 2c). Gene Set Enrichment Analysis (GSEA) highlighted, from all the Hallmark and KEGG up- and downregulated pathways, a unique significantly shared pathway between the three cohorts, which was upregulated in KPG1: ‘Hallmark_bile acid metabolism’ (Figure 3—figure supplement 2a). Upon closer examination of the genes included in this pathway, we identified several target genes of peroxisome proliferator-activated receptor alpha (PPARα) (Figure 3b), a crucial transcription factor in fatty acid catabolism (Reddy and Hashimoto, 2001). Furthermore, when interrogating the expression of known PPARα targets (Rakhshandehroo et al., 2010), GSEA highlighted their enrichment in KPG1 compared to KP tumors (Figure 3c). Thus, KPG1 tumors have a stronger expression of known PPARα-target genes than KP lesions. Together, our metabolic and molecular analyses suggested two possible and distinct routes for Glut1-deficient tumor growth: the uptake of the same nutrient through another glucose transporter, Glut3, or *via* a PPARα-dependent metabolic shift (Figure 3d).

**Figure 3.**
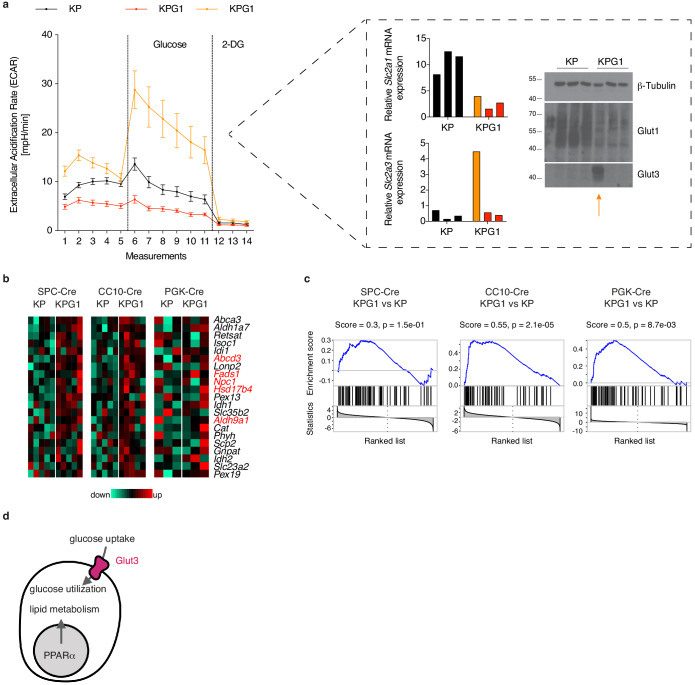
Glut1-deficient tumor analyses suggest Glut3- or PPARα-dependent compensatory mechanisms. (**a**) (left) Tumor-derived single cell preparations were placed in a Seahorse XF analyzer and subjected to longitudinal extracellular acidification rate (ECAR) measurements. Glucose or 2-deoxyglucose (2-DG) were added where indicated. Data are means ± s.e.m. of 3 KP and 3 KPG1 tumor-derived single cells each analyzed in ten or five technical replicates. The data from the outlier KPG1 are shown separately (orange) from the 2 other KPG1 tumors (red). (right) Real-time PCR and western blot analyses of Glut1 and Glut3 from the samples analyzed by Seahorse. (**b**) Bile acid metabolism genes from Hallmark collection (mSigDB) induced in KPG1 compared to KP from SPC-Cre, CC10-Cre and PGK-Cre tumors. Expression above the median is shown in red, below in green. Genes in red are PPARα targets (Rakhshandehroo et al., 2010). (**c**) Gene Set Enrichment Analysis (GSEA) of PPARα targets on genes ranked based on t-statistics when comparing KPG1 and KP tumors in SPC-Cre, CC10-Cre and PGK-Cre. p-values were obtained by normalized enrichment score (NES) of 10^5^ random permutations. (**d**) Model illustrating two possible alternatives to Glut1 deficiency for tumor growth. Figure 3—source data 1.Source files for Seahorse analysis of KP and KPG1 tumors.

**Figure 3—figure supplement 1.**
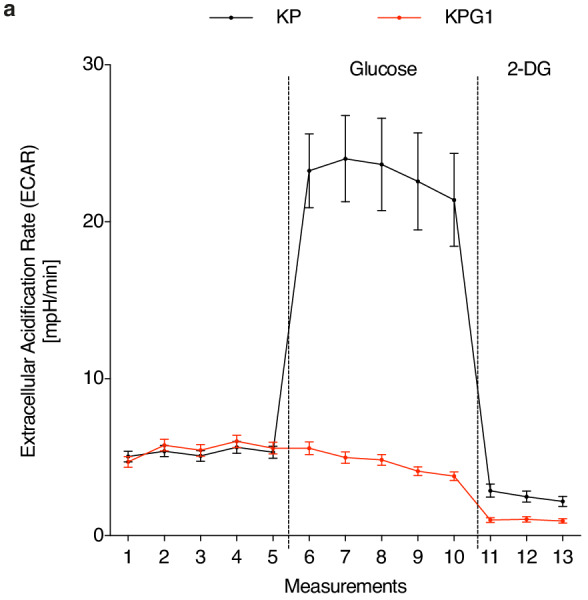
Glut1 deletion compromises *ex vivo* glycolytic metabolism. (**a**) Freshly-isolated tumor-derived cells were placed in a Seahorse XF analyzer and subjected to longitudinal extracellular acidification rate (ECAR) measurements. Glucose or 2-deoxyglucose (2-DG) were added where indicated. Data are means ± s.e.m. of 3 KP and 3 KPG1 tumor-derived cells each analysed in ten technical replicates. Figure 3—figure supplement 1—source data 1.Source files for Seahorse analysis of KP and KPG1 tumors.

**Figure 3—figure supplement 2.**
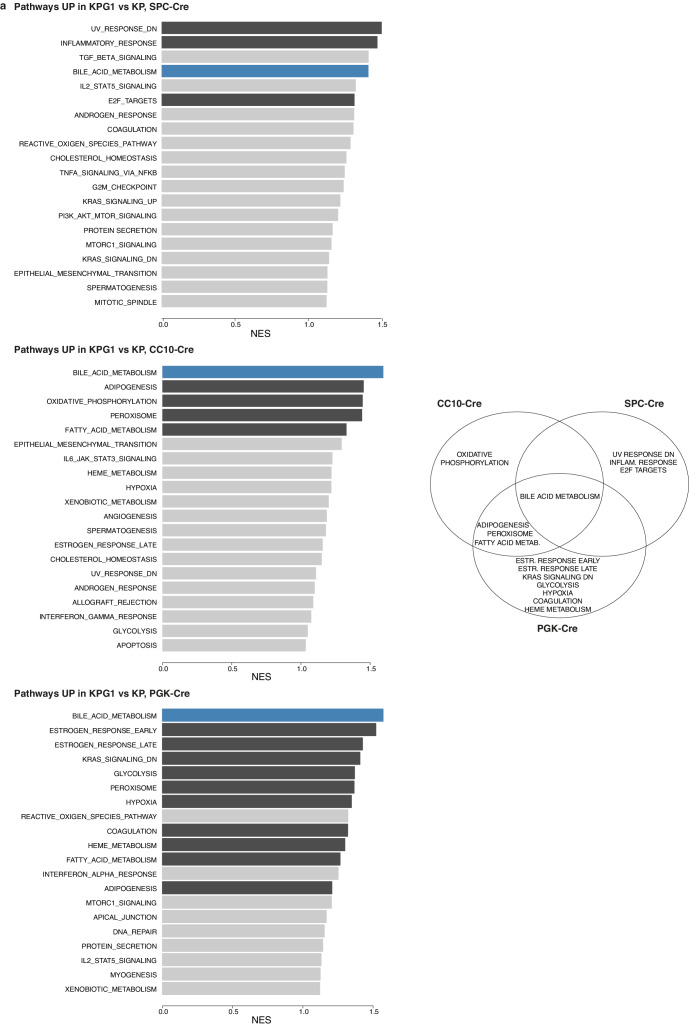
Hallmark ‘bile acid metabolism’ is upregulated in Glut1-deficient tumors. (**a**) (left panels) Top 20 Hallmark pathways enriched in genes induced in KPG1 versus KP in SPC-Cre (top left), CC10-Cre (middle left) and PGK-Cre (bottom left). Bar length shows the normalized enrichment score obtained by Gene Set Enrichment Analysis (GSEA). Genesets with significant enrichment (p-value < 0.05) are shown in dark gray. Bile acid metabolism pathway is highlighted in blue. (right panel) Venn diagram showing induced pathways shared between SPC-Cre, CC10-Cre and PGK-Cre tumors in KPG1 compared to KP tumors.

**Figure 3—figure supplement 3.**
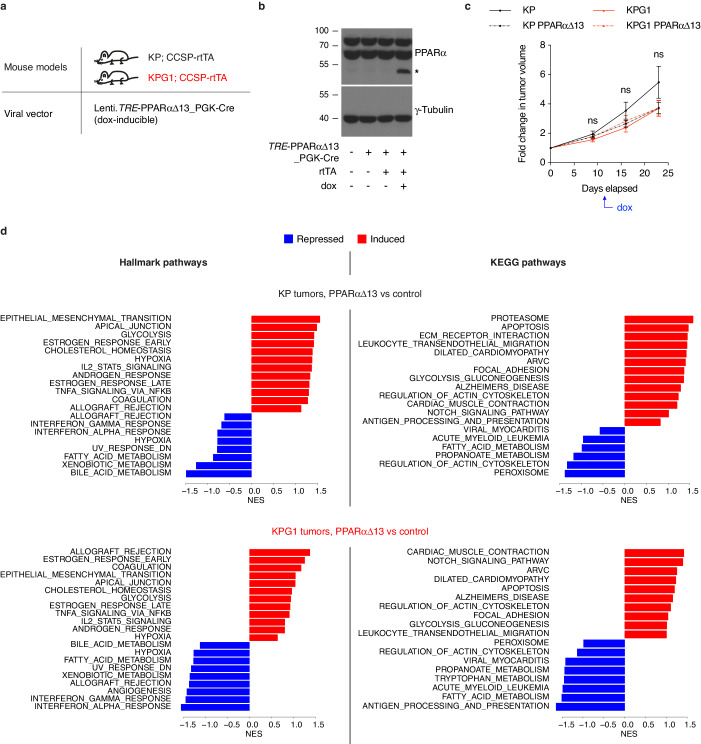
PPARαΔ13 does not interfere with tumor development of KP and KPG1 mice. (**a**) Mouse models and viral vector used for *in vivo* PPARαΔ13 induction in tumor cells. (**b**) Western blot from transfected 293T cells’ extracts validating the doxycycline-mediated PPARαΔ13 induction in presence of a co-transfected rtTA construct, indicated by the asterisk. (**c**) Graph with mean ± s.e.m. shows the fold changes of KP, KP-PPARαΔ13, KPG1 and KPG1-PPARαΔ13 (n = 11, 16, 11 and 8, respectively) tumor volumes monitored during 23 days by μCT, before and during doxycycline diet, starting at 22 weeks and 4 days post-tumor initiation with tumor volumes set to 1. ns: not significant by Mann-Whitney test. (**d**) Hallmark and KEGG pathways regulated (induced in red and repressed in blue) by PPARαΔ13 versus control in KP (top panels) and KPG1 (bottom panels) tumors. Bar length represents the normalized enrichment score (NES) obtained by GSEA. Genesets with significant enrichment (p-value < 0.05) are shown. Figure 3—figure supplement 3—source data 1.Source files for tumor growth of KP and KPG1 mice, with or without PPARαΔ13 induction.

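RNA was sequenced from 12 lung tumors of 9 mice, in 4 groups of 3 tumors each. KP mice carry engineered alleles from which Cre starts lung tumors, and KPG1 mice carry in addition floxed alleles of *Slc2a1*, the gene of Glut1. All mice received 6000 lentiviral units of the same vector, which delivers Cre to start the tumors and holds PPARαΔ13, a dominant negative form of PPARα, under a doxycycline-inducible promoter. The mice of the tumors labelled KP-PPARαΔ13 and KPG1-PPARαΔ13 were given a diet with 625 mg/kg doxycycline for 15 days, and those of the tumors labelled KP and KPG1 a regular diet, so the diet differed between the groups together with the induction. Tumors were collected 26 weeks after initiation, and RNA came from the cells left after immune (CD45-positive) cells had been removed. By the number that the labels appear to give each mouse, the 3 tumors came from 2 KP mice, 3 KP-PPARαΔ13 mice, 2 KPG1 mice and 2 KPG1-PPARαΔ13 mice. All 3 KP tumors came from females and all 3 KPG1 tumors from males, while KP-PPARαΔ13 had 1 tumor from a female and 2 from males, and KPG1-PPARαΔ13 had 2 and 1.

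The authors trimmed the single-end reads, aligned them to mouse genome build mm10 with HISAT2, and deposited the number of reads counted on each gene, without normalization. The total count per tumor was 28623764 to 30976130 in KP (median 29968020), 29216231 to 31877838 in KP-PPARαΔ13 (median 29735265), 25263794 to 32654223 in KPG1 (median 30486887) and 27695766 to 32385807 in KPG1-PPARαΔ13 (median 29592654). The paper's text does not name the tool or the gene annotation used for counting. Tumors of one group differed from each other by far more than the counting noise, with a chi-square per degree of freedom of 90.7 to 326.1 over genes for pairs of tumors.

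From these counts, differential expression was computed with edgeR's quasi-likelihood test after TMM normalization, on the 16527 genes kept by edgeR's filterByExpr, with the 12 tumors in one fit (8 residual degrees of freedom) and Benjamini-Hochberg adjusted p-values. The biological coefficient of variation was 0.44. On counts simulated for the same genes and tumors, with 200 genes changed, the test recovered 0% of the genes changed 2-fold, 64.5% of those changed 4-fold and 87% of those changed 8-fold, so small changes of single genes were not detectable with 3 tumors per group. Pathways were tested by Gene Set Enrichment Analysis (GSEA) on genes ranked by limma voom t-statistics, with 100000 random permutations of genes. The MSigDB collections were not used here. In their place stood 6 lists written before the data were examined. One holds the 21 bile acid metabolism genes legible in Figure 3b, which the paper picked as higher in KPG1 than in KP tumors of 3 cohorts, started with vectors other than the one used here. The others, written by hand, with the PPARα targets marked in Figure 3b among the PPARα target genes, hold 42 fatty acid degradation genes, 80 peroxisome genes, 54 PPARα target genes, 32 interferon response genes and 18 glycolysis genes. The first 4 lists overlap, by up to 19 genes for the fatty acid degradation and PPARα target lists, and so are not independent tests.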

To test the hypothesis of an involvement of PPARα in lung tumor progression, we cloned a mouse PPARα-dominant negative construct, PPARαΔ13 (Michalik et al., 2005), into a bi-promoter Lenti.Cre vector allowing doxycycline-inducible expression (Lenti.*TRE*-PPARαΔ13_PGK-Cre) in KP and KPG1 tumors (mice were crossed to *CCSP-rtTA* transgenic mice [Meylan et al., 2009; Figure 3—figure supplement 3a–b]). Doxycycline-mediated PPARαΔ13 induction in KP mice led only to a trend toward a reduction in tumor growth rates, comparable to the growth of KPG1 versus KP tumors. Within the KPG1 group, PPARαΔ13 induction did not further reduce tumor growth (Figure 3—figure supplement 3c). 

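The labels of the libraries were checked first with the genes that the design changes. *Ppara* (ENSMUSG00000022383; mm10 chromosome 15, 85734983 to 85802819, plus strand) can also collect reads of the mouse PPARαΔ13 transgene. Its count, scaled to a common library size (CPM) after TMM normalization, was 11.9 ± 3.33 CPM (SD, n = 3) in KP tumors and 104.5 ± 126.5 CPM (SD, n = 3) in tumors labelled KP-PPARαΔ13, where the single tumors had 2.71, 64.6 and 246.1 CPM. The first of these lay below all 3 KP tumors. In KPG1 and in tumors labelled KPG1-PPARαΔ13 it was 10.99 ± 4.04 and 15.3 ± 5.58 CPM (SD, n = 3 each). The log2 fold change with PPARαΔ13 was 3.13 in KP (standard error 1.03, adjusted p = 0.328 from edgeR's quasi-likelihood test) and 0.48 in KPG1 (standard error 0.958, adjusted p = 0.88), and the one in KP was 1.50 without KP-PPARαΔ13 replicate 3. DESeq2 alone among the alternatives called the change in KP, with a log2 fold change of 3.15 and an adjusted p of 0.0237. *Slc2a1* (ENSMUSG00000028645; mm10 chromosome 4, 119108711 to 119137983, plus strand) had 44.9 ± 11.5 CPM in KP and 44.7 ± 17.4 CPM in tumors labelled KPG1 (SD, n = 3 each), a log2 fold change of -0.006 (standard error 0.355, adjusted p = 0.998 from edgeR). It had 125.2 ± 23.9 CPM in KP-PPARαΔ13 and 43.8 ± 17.4 CPM in KPG1-PPARαΔ13 (SD, n = 3 each), a log2 fold change of -1.51 (standard error 0.362, adjusted p = 0.462 from edgeR; adjusted p = 0.0136 from DESeq2). The *Slc2a1* count covers the whole gene in all cells of the fraction, so alone it cannot decide the genotype label. The paper checked the deletion of Glut1 in KP and KPG1 tumors by real-time PCR and staining (Figure 1—figure supplement 2d). The groups are therefore named by their labels.

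**Figure D1:**
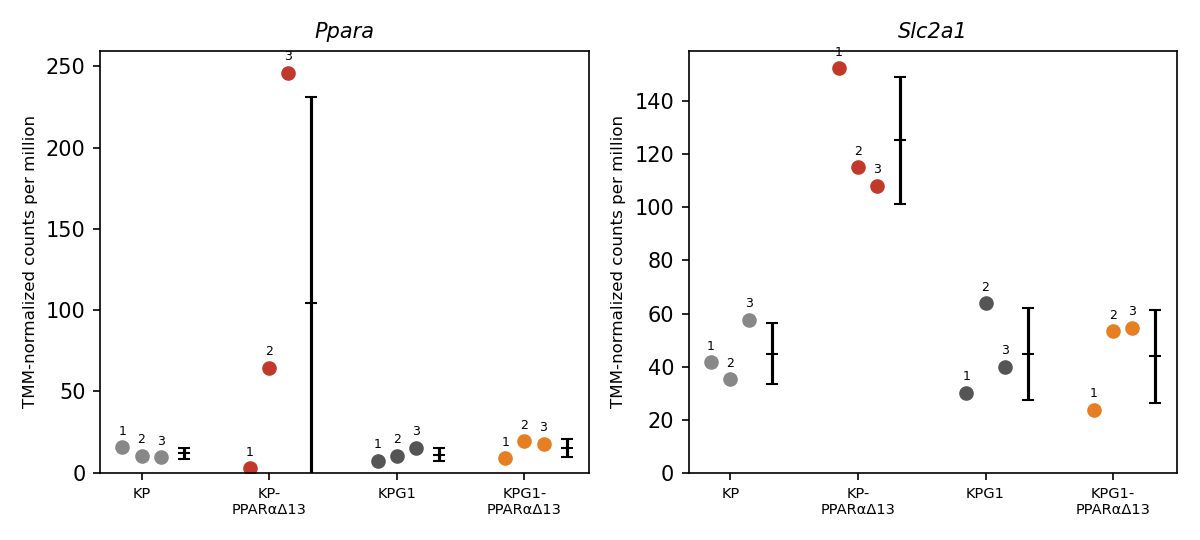
TMM-normalized CPM of *Ppara* (left) and *Slc2a1* (right) in each tumor, by label, with the replicate number above each point; bars show the mean and SD of 3 tumors, and the part of a bar below 0 is not drawn. *Ppara* reached 64.6 and 246.1 CPM in 2 tumors labelled KP-PPARαΔ13, and *Slc2a1* was of similar level in KP (44.9) and KPG1 (44.7).

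In tumors labelled KP-PPARαΔ13 against KP, the bile acid metabolism list had a normalized enrichment score (NES) of -1.67 (adjusted p = 0.0281 over the 6 lists), with 16 of its 21 genes lower, and the peroxisome list an NES of -1.59 (adjusted p = 0.0181), with 46 of the 75 tested genes lower. The PPARα target list had an NES of -1.45 (adjusted p = 0.0542). The fatty acid degradation list was not lower, with an NES of 0.46 (adjusted p = 0.999) and 14 of 37 genes lower, but its score was negative in 7 of 19 alternatives. These include a mean of at least 20 TPM, the filter of the paper's methods, which was added after seeing the data (NES -1.04, adjusted p = 0.399). In KPG1-PPARαΔ13 against KPG1, all 4 lists had negative scores with adjusted p-values under 0.05. The NES was -2.16 for bile acid metabolism (adjusted p = 0.000182, 20 of 21 genes lower), -2.13 for fatty acid degradation (adjusted p = 0.000141, 24 of 37 genes lower), -1.84 for peroxisome (adjusted p = 0.000413, 52 of 75 genes lower) and -1.67 for PPARα targets (adjusted p = 0.00555, 31 of 50 genes lower). The changes were small, with a median log2 fold change between -0.27 and 0.11 for the 4 lists in KP and between -0.36 and -0.17 in KPG1.

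Permuting genes treats the genes of a list as independent. With fry, a test that keeps their correlation across tumors, none of the 4 lists had an adjusted p-value under 0.05 in KP (0.24 to 0.838), and in KPG1 the bile acid metabolism list alone did (adjusted p = 0.0413; 0.0782 for fatty acid degradation, 0.21 for peroxisome and 0.228 for PPARα targets). With camera and an estimated correlation, no list did in either genotype. Without KPG1 replicate 3, the peroxisome and PPARα target lists in KPG1 had adjusted p-values of 0.188 and 0.182, and without KP replicate 1 the bile acid metabolism and peroxisome lists in KP both had 0.275. Both also lost their calls without KP-PPARαΔ13 replicate 1 (0.0538) or 2 (0.0982), and bile acid metabolism without KP replicate 3 (0.103). With tumors of the same mouse summed, which leaves fewer samples, bile acid metabolism (0.0824) and peroxisome (0.115) lost their calls in KP, and the 4 lists in KPG1 did not lose theirs. The mean log2 expression of the bile acid metabolism list per tumor fell by 0.189 in KP (exact permutation test, p = 0.2) and fell by 0.395 in KPG1 (exact permutation test, p = 0.1, the smallest that 3 tumors against 3 allow), and that of the PPARα target list fell by 0.245 in KP (exact permutation test, p = 0.1) and was 0.118 higher in KPG1 (exact permutation test, p = 0.4).

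**Figure D2:**
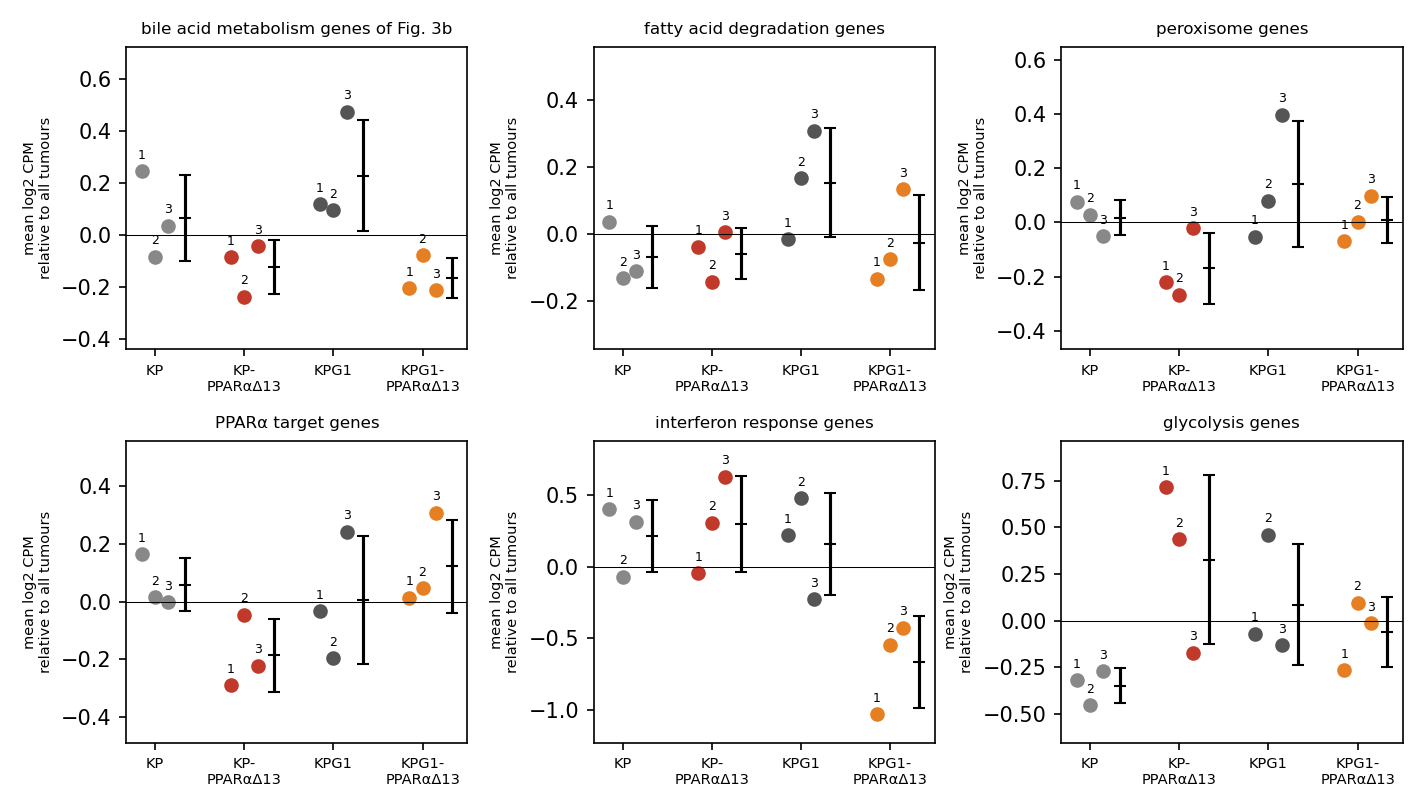
Mean log2 CPM of the genes of each list in each tumor, relative to the mean of all tumors, by label, with the replicate number above each point; bars show the mean and SD of 3 tumors. The bile acid metabolism list of the 3 KPG1-PPARαΔ13 tumors lies between -0.215 and -0.08, below the 3 KPG1 tumors, which range from 0.094 to 0.472, while the groups of the other 3 lipid lists overlap in KPG1.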

Global gene expression analyses from tumor samples confirmed the functionality of the PPARαΔ13 construct in both KP and KPG1 tumors, as ‘Hallmark_bile acid metabolism’, ‘Hallmark_fatty acid metabolism’, ‘KEGG_peroxisome’ and ‘KEGG_ fatty acid metabolism’ pathways were repressed in tumors harboring this construct compared to tumors from KP-rtTA or KPG1-rtTA mice not fed on a doxycycline diet (Figure 3—figure supplement 3d). Thus, although PPARαΔ13 downregulates PPARα-related pathways in tumors, it fails to affect their growth even in absence of Glut1.

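At the level of single genes, 1 of the 16527 genes tested had an adjusted p-value under 0.05 in KP-PPARαΔ13 against KP, and 1 in KPG1-PPARαΔ13 against KPG1. At an unadjusted p-value under 0.05 there were 1876 and 1777 genes, where chance alone gives about 826. *Anpep* (ENSMUSG00000039062; mm10 chromosome 7, 79821803 to 79861059, minus strand) fell from 58.5 ± 16.4 to 10.4 ± 1.88 CPM (SD, n = 3 each) in KP, a log2 fold change of -2.50 (standard error 0.262, adjusted p = 0.0146 from edgeR's quasi-likelihood test). *Hba-a2* (ENSMUSG00000069917; mm10 chromosome 11, 32296489 to 32297298, plus strand), a hemoglobin gene with a near-identical copy that can share its reads, rose from 0.291 ± 0.217 to 62.7 ± 51.5 CPM (SD, n = 3 each) in KPG1, a log2 fold change of 7.72 (standard error 0.784, adjusted p = 0.0105 from edgeR). Both calls depend on single tumors, since leaving out any one of 4 of the 6 tumors removed the call in KP, and leaving out any one of the 3 KPG1 tumors removed the call in KPG1. With tumors of the same mouse summed, the adjusted p was 0.119 for *Anpep* in KP and 0.129 for *Hba-a2* in KPG1. The 3 KPG1 tumors had 0.10 to 0.53 CPM of *Hba-a2*, below every tumor of the other groups, untreated KP included (13.1 to 26.2 CPM). In KP, *Hba-a2* rose by 1.52 on the log2 scale (adjusted p = 0.37 from edgeR). The number of genes also depends on the test, as DESeq2 gave 372 genes in KP and 211 in KPG1.

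Of the 16 tested genes named beforehand for PPARα or peroxisomes, 8 were lower and 8 higher in KP, where *Angptl4* had the highest log2 fold change (1.55). In KPG1, 13 were lower and 3 higher, from *Fads1* (log2 fold change -1.38) to *Acaa1b* (2.46). None had an adjusted p-value under 0.05 (smallest 0.335 and 0.42 from edgeR). *Cyp4a10* had 1 count over all tumors and was not tested. Adjusted over the list alone, 2 peroxisome genes and 1 PPARα target gene passed in KP, and 1 fatty acid degradation gene passed in KPG1. No gene of these lists passed over all genes tested.

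Of the lists for pathways shown beside them in Figure 3—figure supplement 3d, interferon response genes had an NES of -2.63 in KPG1-PPARαΔ13 against KPG1 (adjusted p = 0.00014, from the smallest p-value that the permutations can give; 29 of 31 genes lower) and 0.91 in KP (adjusted p = 0.728). Glycolysis genes had an NES of 2.15 in KP-PPARαΔ13 against KP (adjusted p = 0.000475, 16 of 18 genes higher) and -1.09 in KPG1 (adjusted p = 0.326). With fry the adjusted p-value was 0.0413 for the first and 0.199 for the second of these calls. The difference of the effect between the genotypes, tested on the ranking of the interaction, had an adjusted p of 0.000133 for both lists and of 0.00831 for fatty acid degradation, and of 0.194 to 0.195 for the 3 lists with fry.

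The paper reasons from the repression of lipid and peroxisome pathways in both genotypes that the construct was functional, and sets this beside the tumor volumes, which are not analysed here, to conclude that blocking PPARα does not impair tumor growth.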

To test our second hypothesis, we initially monitored Glut3 expression in tumors. By real-time PCR, *Slc2a3* was expressed to varying levels but not significantly differently between KP and KPG1 tumors (Figure 4—figure supplement 1a). In contrast, *Slc2a3* was almost undetectable in tumors from *Kras^LSL-G12D^; Stk11^Flox/Flox^* (KL) mice (Figure 4—figure supplement 1a), another lung cancer model where Lkb1 (*Stk11*)-deficient tumors progressing from an adeno- to a squamous histology become exquisitely Glut1-dependent (Hsieh et al., 2019). In absence of Glut1 (KLG1), *Slc2a3* mRNA expression remained very low (Figure 4—figure supplement 1a). Accordingly, Glut3 protein was undetectable by immunohistochemistry in KL and KLG1 tumors, whereas it was expressed in KP and KPG1 lesions (Figure 4—figure supplement 1b). More specifically, Glut3 stained at the tumor cell membrane in a minority (37%) of small and a majority (76%) of big KP lesions (Figure 4—figure supplement 1c). Furthermore, within Glut3-expressing KP tumors, areas positive for Glut3 frequently correlated with a stronger expression of Glut1 (Figure 4a and Figure 4—figure supplement 1d), suggesting intra-tumor heterogeneity in glucose utilization in this mouse model, as demonstrated earlier in human non-small cell lung cancer (Hensley et al., 2016). We then crossed KP mice to *Slc2a3^Flox/Flox^* mice (generating KPG3 mice, see Figure 1—figure supplement 2c–d). When comparing tumor development in KP and KPG3 animals, we failed to detect differences in overall tumor growth rates, *ex vivo* glycolysis, mouse survival, or tumor grade distribution (Figure 4—figure supplement 2a–d). Although this indicates that Glut3 deletion alone does not affect tumors in a detectable manner, we next wanted to evaluate its importance in a Glut1-deficient context. To do this, we generated KPG1G3 mice by interbreeding KP mice with *Slc2a1^Flox/Flox^* and *Slc2a3^Flox/Flox^* mice (see Figure 1—figure supplement 2c–d). Deletion of the two glucose transporters, Glut1 and Glut3, from the tumor epithelial cell compartment resulted in a decreased number of tumors (Figure 4b). Furthermore, contrasting with our data obtained from each separately-targeted Gluts, combined Glut1 and Glut3 deletion led to a significant reduction of tumor growth rates monitored by μCT scans, to a reduced tumor size with an absence of big (>50 mg) lesions at sacrifice, to a decrease of high grade tumors, and to an extended mouse survival (Figure 4c–g and Figure 4—figure supplement 3a–b). This synergistic action of the dual Glut1 and Glut3 deletion was also demonstrated in vitro with four different human NSCLC cell lines, on which the strongest reduction of tumor cell viability resulted from the combined knockdown of these glucose transporters (Figure 4—figure supplement 3c–f). Together, these data position Glut1 and Glut3 as a coordinated glucose transport unit required to fuel the growth of LUAD.

**Figure 4.**
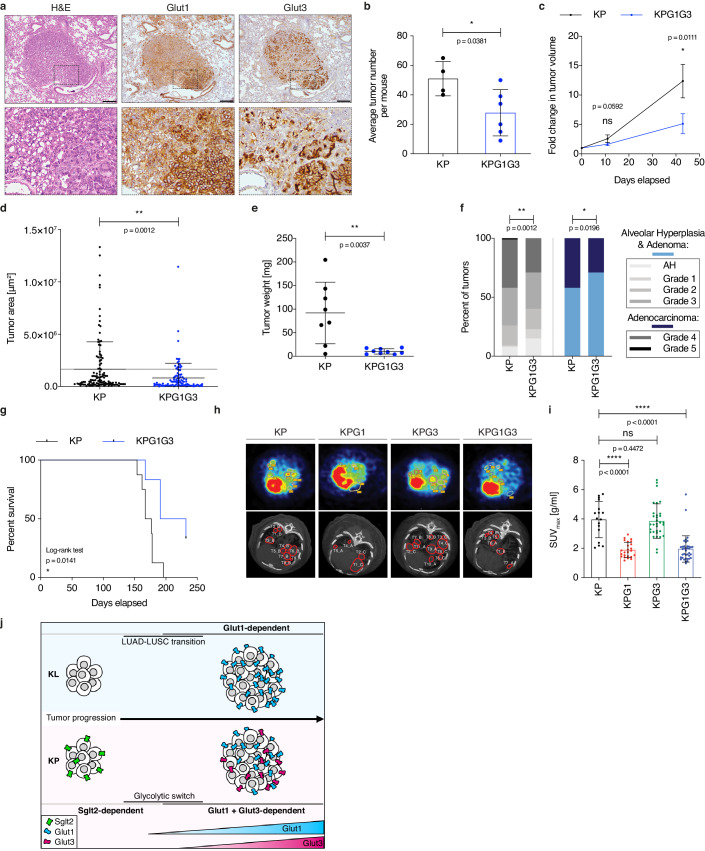
Combined Glut1 and Glut3 deletion impairs lung tumor growth. (**a**) Representative examples of H&E, Glut1 or Glut3 staining by IHC from serial sections of a KP tumor showing Glut1-3 co-localization. Scale bars: 200 μm. (**b**) Histogram with mean ± s.d. shows the average number of KP and KPG1G3 tumors per mouse (n = 4 and 6 mice). *: p < 0.05 by Mann-Whitney test. (**c**) Graph with mean ± s.e.m. shows the fold changes of KP and KPG1G3 tumor volumes (n = 8 and 9 tumors) monitored during 43 days by μCT, starting at 15 weeks and 2 days post-tumor initiation with tumor volumes set to 1. ns: not significant by Mann-Whitney test; *: p < 0.05 by Mann-Whitney test. (**d**) Dot plot with mean ± s.d. shows tumor areas in KP and KPG1G3 mice (n = 115 and 101 tumors) calculated from lung sections. **: p < 0.01 by Mann-Whitney test. (**e**) Dot plot with mean ± s.d. shows KP and KPG1G3 tumor weights (n = 8 and 9 tumors, respectively) at sacrifice. **: p < 0.01 by Mann-Whitney test. (**f**) Percent of KP (n = 150) and KPG1G3 (n = 170) lesions classified by tumor grades, either detailed from alveolar hyperplasia (AH) to grade 5 or discriminated between alveolar hyperplasia and adenomas, and adenocarcinomas. Alveolar hyperplasia and adenomas include the AH and the tumor grades 1, 2, and 3. Adenocarcinomas contain the tumor grades 4 and 5. *: p < 0.05; **: p < 0.01. Fisher test was applied when comparing AH, grade 1, grade 2, grade 3, grade 4, and grade 5. Chi-square for trend was applied when comparing alveolar hyperplasia and adenomas, and adenocarcinomas. (**g**) Kaplan-Meier survival analysis of KP (n = 8) and KPG1G3 (n = 6) mice. *: p < 0.05 by Log-rank test. (**h**) Representative (upper panels) positron emission tomography (PET) scan and (lower panels) μCT scan images illustrating the ^18^F-FDG absorption of KP, KPG1, KPG3 and KPG1G3 tumors. (**i**) Dot plot with mean ± s.d. displays maximum standardized uptake value (SUV max ) of KP (n = 17), KPG1 (n = 24), KPG3 (n = 32) and KPG1G3 (n = 38) lesions. ns: not significant by Mann-Whitney test; ****: p < 0.0001 by Mann-Whitney test. (**j**) Model illustrating the dependency on glucose transporters for KP and KL tumor progression. Figure 4—source data 1.Source files for tumor growth, grades and survival of KP and KPG1G3 mice.

**Figure 4—figure supplement 1.**
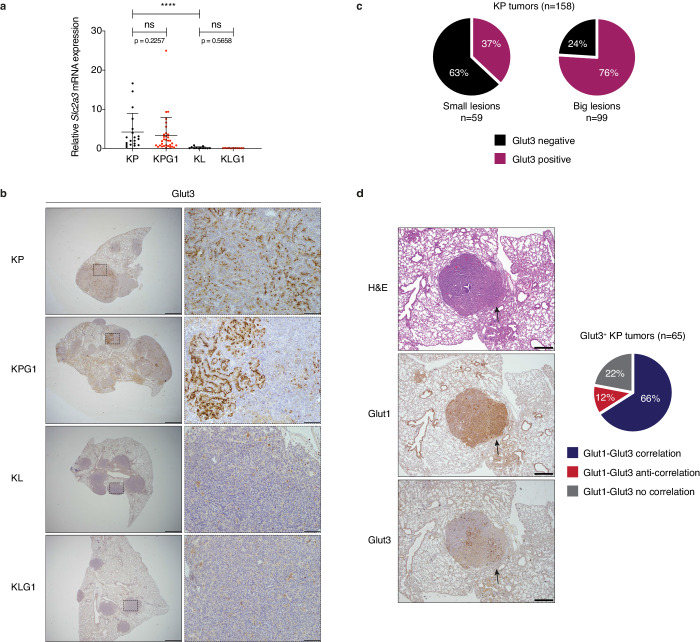
Glut1 and Glut3 co-localize frequently within tumors. (**a**) Real time PCR for Slc2a3 on KP (n = 19), KPG1 (n = 32), KL (n = 12) and KLG1 (n = 11) tumors. ns: not significant by Mann-Whitney test; ****: p < 0.0001 by Mann-Whitney test. (**b**) Representative examples of Glut3 staining by immunohistochemistry (IHC) from KP, KPG1, KL and KLG1 tumor-bearing lungs. (left panels) Scale bars: 1 mm. (right panels) Scale bars: 100 μm. (**c**) Percent of KP tumors showing Glut3 positive staining in small and big lesions assessed by IHC. (**d**) (left panels) Representative example of H&E, Glut1 or Glut3 staining by IHC from serial sections of a KP tumor shows co-localization. Arrows indicate localization of strong Glut1 and Glut3 expression. Scale bars: 500 μm. (right panel) Percent of Glut3 positive KP tumors showing Glut1 and Glut3 expression correlation, no correlation or anti-correlation assessed by IHC.

**Figure 4—figure supplement 2.**
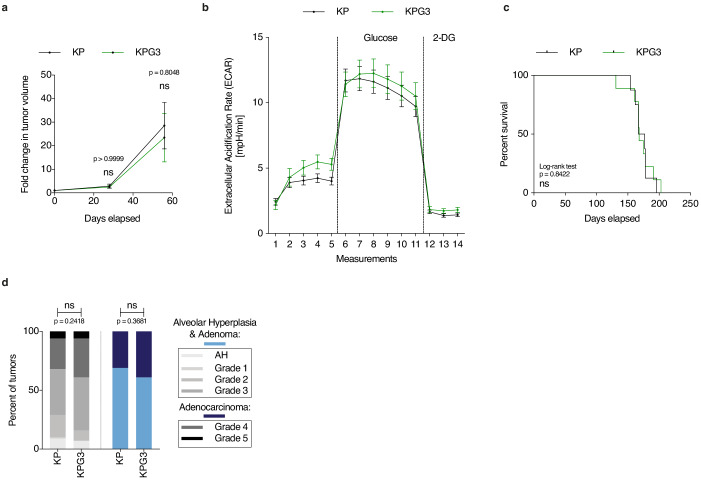
Glut3 deletion alone does not affect lung tumor development. (**a**) Graph with mean ± s.e.m. shows the fold changes of KP and KPG3 tumor volumes (n = 7, respectively) monitored during 56 days by μCT, starting at 16 weeks post-tumor initiation with tumor volumes set to 1. ns: not significant by Mann-Whitney test. (**b**) Freshly-isolated tumor-derived cells were placed in a Seahorse XF analyzer and subjected to longitudinal extracellular acidification rate (ECAR) measurements. Glucose or 2-deoxyglucose (2-DG) were added where indicated. Data are means ± s.e.m. of 4 KP and 2 KPG3 tumor-derived cells each analysed in ten technical replicates. (**c**) Kaplan-Meier survival analysis of KP (n = 8) and KPG3 (n = 9) mice. ns: not significant by Log-rank test. (**d**) Percent of KP (n = 86) and KPG3 (n = 54) lesions classified by tumor grades, either detailed from alveolar hyperplasia (AH) to grade 5 or discriminated between alveolar hyperplasia and adenomas, and adenocarcinomas. Alveolar hyperplasia and adenomas include the AH and the tumor grades 1, 2, and 3. Adenocarcinomas contain the tumor grades 4 and 5. ns: not significant. Fisher test was applied when comparing AH, grade 1, grade 2, grade 3, grade 4, and grade 5. Chi-square for trend was applied when comparing alveolar hyperplasia and adenomas, and adenocarcinomas. Figure 4—figure supplement 2—source data 1.Source files for tumor growth, Seahorse analysis, survival and grades of KP and KPG3.

**Figure 4—figure supplement 3.**
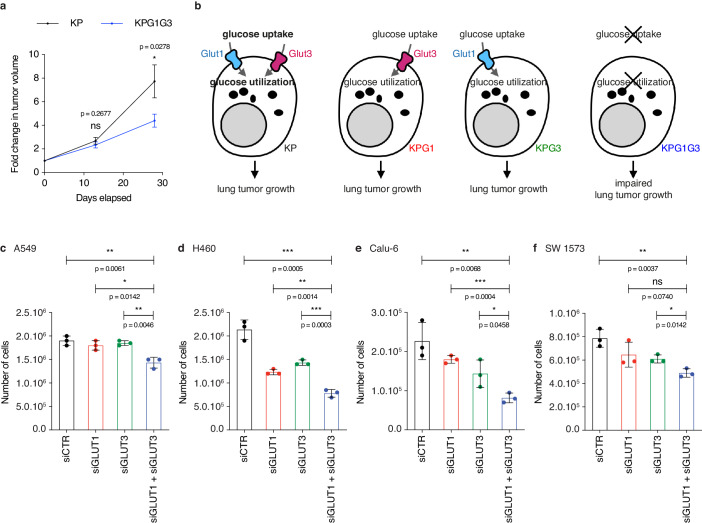
Dual knockdown of GLUT1 and GLUT3 most strongly reduces human non-small cell lung cancer cell viability *in vitro*, corroborating the *in vivo* data. (**a**) Graph with mean ± s.e.m. shows the fold changes of KP and KPG1G3 tumor volumes (n = 32 and 20, respectively) monitored during 28 days by X-rays micro-computed tomography (μCT), starting at 16 weeks and 6 days post-tumor initiation with tumor volumes set to 1. ns: not significant by Mann-Whitney test; *: p < 0.05 by Mann-Whitney test. (**b**) Model illustrating the different studied scenarios. (**c-f**) Dot plots with mean ± s.d. exhibit the average number of cells 72 hours after transfection with siCTR, siGLUT1, siGLUT3, or siGLUT1 + siGLUT3 in (**c**) A549, (**d**) H460, (**e**) Calu-6, and (**f**) SW 1573 cells. Each condition was performed in 3 technical replicates. ns: not significant by t-test; *: p < 0.05 by t-test; **: p < 0.01 by t-test; ***: p < 0.001 by t-test. Figure 4—figure supplement 3—source data 1.Source files for tumor growth of KP and KPG1G3 mice.

**Figure 4—figure supplement 4.**
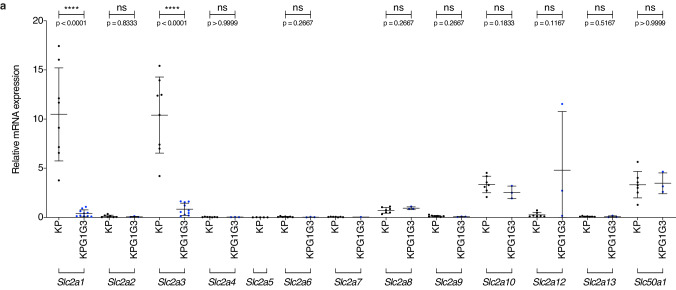
KP tumors do not express differently another glucose transporter upon dual Glut1 and Glut3 deletion. (**a**) Dot plots with mean ± s.d. show the relative glucose transporter mRNA expression in CD45 negative fraction from KP and KPG1G3 tumors (*Slc2a1* and *Slc2a3*: n = 8 and 10 tumors, respectively; *Slc2a2*, *Slc2a4*, *Slc2a5*, *Slc2a6*, *Slc2a7*, *Slc2a8*, *Slc2a9*, *Slc2a10*, *Slc2a12*, *Slc2a13* and *Slc50a1*: n = 7 and 3 tumors, respectively). ns: not significant by Mann-Whitney test; ****: p < 0.0001 by Mann-Whitney test

To trace and compare directly glucose uptake in tumors from the different mouse genotypes, we used positron emission tomography with ^18^F-fluorodeoxyglucose (^18^F-FDG-PET) in KP, KPG1, KPG3, and KPG1G3 tumors. The maximum standardized uptake value (SUV_max_) of each tumor revealed that Glut1-deficient KP tumors incorporated significantly less ^18^F-FDG than control lesions (Figure 4h–i), which strengthens the NanoSIMS data (see Figure 2d). Glut3-deficient and control KP tumors presented a similar ^18^F-FDG absorption (Figure 4h–i). This result might be explained by the fact that Glut3 positive KP tumors mainly co-express Glut1 and Glut3 (see Figure 4—figure supplement 1d). Thus, in absence of Glut3, lesions might certainly incorporate ^18^F-FDG *via* Glut1. The ^18^F-FDG absorption of Glut1- and Glut3-deficient KP tumors was significantly reduced as compared to control KP lesions (Figure 4h–i). Because glucose uptake was not significantly lower in KPG3 compared to KP tumors, and in KPG1G3 compared to KPG1 tumors, a possible explanation is that most tumors analyzed had not yet gained Glut3 expression and become dependent on it, which agrees with an elevated Glut3 expression specifically in big lesions (see Figure 4—figure supplement 1c). Finally, to investigate if Glut1- and Glut3-deficient tumors might incorporate glucose *via* another glucose transporter, we performed a gene expression analysis of glucose transporter family members on KP and KPG1G3 lesions. This analysis showed that the expression of no other glucose transporter was changed upon dual Glut1 and Glut3 deletion in KP tumors (Figure 4—figure supplement 4a). Altogether, these data demonstrate that deleting Glut1 and Glut3 in KP tumors reduces glucose uptake, and that Glut1 highly contributes to glucose uptake in KP tumors. These results may also lead to the hypothesis that at least a part of the remaining ^18^F-FDG-PET signal detected in KPG1G3 tumors might come from glucose uptake by the cells of the tumor immune microenvironment.

Recently, pharmacological inhibition of a secondary active, Na^+^-dependent glucose transporter, Sglt2, showed its role in premalignant KP lung lesions (Scafoglio et al., 2018), while a glycolytic switch was identified in advanced compared to early tumors (Kerr et al., 2016). These studies, together with our gene targeting approaches, definitively demonstrate the importance of glucose utilization for LUAD development in vivo. In the KL model, Glut1 deletion impairs LUSC development (Hsieh et al., 2019), and we find that Lkb1-deficient lung tumors lack detectable Glut3, precluding any compensation occurring through this transporter. In contrast, in pure LUAD our results indicate that *Trp53*-deficient tumor cells depend on glucose uptake based on a redundant system, whereby the expression of either Glut1 or Glut3 is sufficient to sustain tumor growth (Figure 4j). For clinical perspectives, we anticipate that dual Glut1 and Glut3 blockade will be necessary to achieve strong anti-tumor efficacy.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*, male, female)	K	The Jackson Laboratory	RRID:IMSR_JAX:008179	*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* K and P interbred at EPFL
Strain, strain background (*M. musculus*, male, female)	P	The Jackson Laboratory	RRID:IMSR_JAX:008462	*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* K and P interbred at EPFL
Strain, strain background (*M. musculus*, male, female)	KPG1	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* *Slc2a1^Flox/Flox^*
Strain, strain background (*M. musculus*, male, female)	KPG3	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* *Slc2a3^Flox/Flox^*
Strain, strain background (*M. musculus*, male, female)	KPG1G3	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* *Slc2a1^Flox/Flox^* *Slc2a3^Flox/Flox^*
Strain, strain background (*M. musculus*, male, female)	KPR	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* *CCSP-rtTA*
Strain, strain background (*M. musculus*, male, female)	KPRG1	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Trp53^Flox/Flox^* *Slc2a1^Flox/Flox^* *CCSP-rtTA*
Strain, strain background (*M. musculus*, male, female)	KL	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Stk11^Flox/Flox^*
Strain, strain background (*M. musculus*, male, female)	KLG1	Interbred at EPFL		*Kras^LSL-G12D/WT^* *Stk11^Flox/Flox^* *Slc2a1^Flox/Flox^*
Cell line (*Homo sapiens*)	A549	ATCC	RRID:CVCL_0023	Authentication: 100%
Cell line (*Homo sapiens*)	Calu-6	ATCC	RRID:CVCL_0236	Authentication: 100%
Cell line (*Homo sapiens*)	H460	ATCC	RRID:CVCL_0459	Authentication: 100%
Cell line (*Homo sapiens*)	SW 1573	ATCC	RRID:CVCL_1720	Authentication: 93.3%
Transfected construct (*Homo sapiens* and *M. musculus*)	siCTR	Invitrogen	Cat# 4390843	Transfected construct
Transfected construct (*Homo sapiens*)	si*SLC2A1*#1	ThermoFisher Scientific	s12926 Cat# 4390824	Transfected construct
Transfected construct (*Homo sapiens*)	si*SLC2A1*#2	ThermoFisher Scientific	s12927 Cat# 4390824	Transfected construct
Transfected construct (*Homo sapiens*)	si*SLC2A3*#1	ThermoFisher Scientific	s12931 Cat# 4390824	Transfected construct
Transfected construct (*Homo sapiens*)	si*SLC2A3*#2	ThermoFisher Scientific	s12932 Cat# 4390824	Transfected construct
Antibody	GLUT1 (Rabbit monoclonal)	Abcam	RRID:AB_10903230	IHC (1:650)
Antibody	GLUT1 (Rabbit polyclonal)	Millipore	RRID:AB_1587074	IHC (ngTMA) (1:5000); WB (1:1000)
Antibody	GLUT3 (Rabbit polyclonal)	Abcam	RRID:AB_732609	IHC (1:200); WB (1:1000)
Antibody	PPARα (Rabbit polyclonal)	ThermoFisher Scientific	RRID:AB_2165595	WB (1:1000)
Antibody	β-tubulin (Rabbit polyclonal)	Santa Cruz Biotechnology	RRID:AB_2241191	WB (1:1000)
Antibody	γ-tubulin (Mouse monoclonal)	Sigma-Aldrich	RRID:AB_477584	WB (1:10000)
Recombinant DNA reagent	rtTA (plasmid)	Produced at EPFL		
Recombinant DNA reagent	Lenti.PGK-Cre (Viral construct)	Produced at EPFL		
Recombinant DNA reagent	Lenti.*TRE*-PPARαΔ13_ PGK-Cre (Viral construct)	Produced at EPFL		Cloned from PPARαΔ13 plasmid (L. Michalik, UNIL, Lausanne)
Recombinant DNA reagent	Ade5.SPC-Cre (Viral construct)	University of Iowa Viral Vector Core Facility	Ade5. SPC-Cre	
Recombinant DNA reagent	Ade5.CC10-Cre (Viral construct)	University of Iowa Viral Vector Core Facility	Ade5. CC10-Cre	
Sequence-based reagent	*Rpl30 (M. musculus)*	ThermoFisher Scientific	Mm01611464_g1 Cat# 4331182	Taqman probe (Housekeeping gene)
Sequence-based reagent	*Slc2a1 (M. musculus)*	ThermoFisher Scientific	Mm00441480_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a2 (M. musculus)*	ThermoFisher Scientific	Mm00446229_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a3 (M. musculus)*	ThermoFisher Scientific	Mm00441483_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a4 (M. musculus)*	ThermoFisher Scientific	Mm00436615_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a5 (M. musculus)*	ThermoFisher Scientific	Mm00600311_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a6 (M. musculus)*	ThermoFisher Scientific	Mm00554217_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a7 (M. musculus)*	ThermoFisher Scientific	Mm01260610_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a8 (M. musculus)*	ThermoFisher Scientific	Mm00444634_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a9 (M. musculus)*	ThermoFisher Scientific	Mm00455122_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a10 (M. musculus)*	ThermoFisher Scientific	Mm01249519_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a12 (M. musculus)*	ThermoFisher Scientific	Mm02375931_s1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc2a13 (M. musculus)*	ThermoFisher Scientific	Mm01306489_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc5a2* (Sglt2) (*M. musculus*)	ThermoFisher Scientific	Mm00453831_m1 Cat# 4331182	Taqman probe
Sequence-based reagent	*Slc50a1* (Sweet) (*M. musculus*)	ThermoFisher Scientific	Mm00485707_m1 Cat# 4331182	Taqman probe
Commercial assay or kit	CD45 microbeads	Miltenyi Biotec	130-052-301	CD45 magnetic cell sorting
Chemical compound, drug	Doxycycline diet (dox)	Kliba Nafag	3242 diet + DOX 0.625 g kg^−1^	625 mg kg^−1^
Chemical compound, drug	Doxycycline (dox)	Sigma-Aldrich	D9891	2 μg ml^−1^
Software, algorithm	Analyze 12.0	PerkinElmer	Analyze 12.0	Tumor volume analysis
Software, algorithm	OsiriX MD	Pixmeo	RRID:SCR_013618	Tumor volume analysis
Software, algorithm	QuPath	QuPath	RRID:SCR_018257 DOI: https://doi.org/10.1038/s41598-017-17204-5	

### TCGA data processing

The Cancer Genome Atlas (TCGA) Lung Adenocarcinoma (LUAD) dataset was retrieved from http://cancergenome.nih.gov. Samples with clinical information and mRNA (RNASEQV2) expression data were selected (511 samples including 448 samples with survival data), and the data were downloaded using the RTCGAtoolbox (v2.12.1). RSEM gene quantifications as provided by TCGA were taken, counts were converted to log2 normalized counts expression and batch effect was removed using voom and removeBatchEffect functions from the limma package (v3.38.3).

### Non-negative matrix factorization

Non-negative matrix factorization (NMF) was done with the NMF package (v0.21.0) and standard strategies applied to the matrix in 511 normalized TCGA-LUAD samples. Negative values present in the dataset were zeroed to obtain a non-negative matrix, and the NMF was performed for ranks 2 to 6 using the Brunet algorithm. Two hundred runs were performed per rank with random seeding. For each rank, the cophenetic correlation coefficient and silhouette score were computed from the 200 solutions and the factorization achieving the minimum residual error was kept as the solution for further analyses. The cophenetic correlation coefficients and silhouette scores were directly obtained using the plot function of the NMF package. As a control, the NMF was also performed on a randomized dataset built by taking within each patient a random permutation of the gene expression values, using the randomize function of the NMF package. After having selected rank four as the best one, the NMF was rerun only for rank four and for a superior number of runs (500 runs). The final NMF-based matrix is composed of 935 metagenes and 511 samples split into four subtypes (shown as a heatmap). Correspondence to the three subtypes found by the Cancer Genome Atlas Research Network (The Cancer Genome Atlas Research Network, 2014) (proximal proliferative, proximal inflammatory and terminal respiratory unit) and presence of *TP53* mutation are shown on top bars.

To identify which human NMF subtype corresponds the most to KP mouse bulk Lenti tumors, we combined mouse and human normalized expression data, removed batch effect using ComBat (package sva v3.30.1), fitted a logistic regression to the human data set using glmnet package (v2.0–18) and 10-fold cross-validation with default parameters, and applied the fitted model as prediction method to the mouse data. Human and mouse orthologous genes were obtained using biomaRt (v2.38.0) and only genes in common between mouse and human were used.

### Human survival analysis

Univariate analyses of overall survival (OS) were performed using Cox proportional hazard regression models available in the survival package (v2.44–1.1). Survival curves were computed with the Kaplan-Meier method. p-values were computed with Wald test.

### Study approval

All mouse experiments were performed with the permission of the Veterinary Authority of Canton de Vaud, Switzerland (license numbers: VD2391 and VD2663).

### Animal models

*Kras^LSL-G12D/WT^* (K) (RRID:IMSR_JAX:008179) and *Trp53^Flox/Flox^* mice (P) (RRID:IMSR_JAX:008462) in a C57BL6/J background were purchased from The Jackson Laboratory, and were crossed to obtain *Kras^LSL-G12D/WT^; Trp53^Flox/Flox^* (KP) mice. *Stk11^Flox/Flox^* mice in a mixed background (FVB; 129S6) were obtained from R. DePinho (The University of Texas MD Anderson Cancer Center) through the National Cancer Institute mouse repository, were backcrossed seven times to C57BL6/J and were bred with *Kras^LSL-G12D/WT^* mice to obtain *Kras^LSL-G12D/WT^; Stk11^Flox/Flox^* (KL) mice. The generation of the *Slc2a1^Flox/Flox^* (G1) mice and *Slc2a1* genotyping were described previously (Young et al., 2011). *Slc2a3^Flox/Flox^* (G3) mice were produced at the Duke University Transgenic Facility upon blastocyst microinjection of targeted ES cells obtained from KOMP Repository (project CSD48048). The resulting mice were then crossed to Flp transgenic mice to remove the neomycin resistance cassette and generate mice with a *Slc2a3^Flox^* allele, in which exon six is flanked by LoxP sites. *Slc2a3* genotyping was performed by PCR (94°C 5 min, followed by 40 cycles of 94°C 30 s, 56°C 30 s and 72°C 30 s, followed by 72°C 7 min) using oligos 5'-TAGTGCCCAGGAATGTGAGGTCAG-3' and 5'-GCCCCACCAGATTTACCAAAGG-3'. While heterozygous mice were identified this way, in cases with only one detected band, DNA sequencing was further performed to discriminate without ambiguity between wild-type and floxed using 5'-TAGTGCCCAGGAATGTGAGGTCAG-3'.

KP mice were bred to G1 or G3 to obtain KPG1, KPG3 or KPG1G3 mice. KL mice were bred to G1 to obtain KLG1 mice. Control mice used throughout the study carry two wild-type (WT) copies of *Slc2a1* (or *Slc2a3*) or are heterozygotes (*Slc2a1^WT/Flox^*), as we did not notice any difference of tumor development comparing *Slc2a1^WT/WT^* to *Slc2a1^WT/Flox^* conditions. CCSP-rtTA mice were obtained from The Jackson Laboratory and were crossed to KP and KPG1 mice to enable doxycycline-mediated PPARαΔ13 transgene expression. For transgene induction, mice were fed on a diet of doxycycline-containing pellets (625 mg kg^−1^; 3242 diet + DOX 0.625 g kg^−1^; Kliba Nafag) for 15 days, or on a regular diet as control.

### Viral constructs

The dominant-negative mouse PPARα construct, PPARαΔ13 (Michalik et al., 2005), was cloned into bi-promoter Lenti.Cre vectors for doxycycline-inducible expression (Lenti.*TRE*-PPARαΔ13_PGK-Cre). Lentivirus preparation and titration have been described before (Faget et al., 2017). Lenti.*TRE*-PPARαΔ13_PGK-Cre vectors were intratracheally instilled at 6000 lentiviral units per mouse. Lenti.PGK-Cre vectors were used either at 3000 lentiviral units per mouse or at 4000 lentiviral units per mouse. Adenoviral vectors Ad5.SPC-Cre and Ad5.CC10-Cre were purchased from the University of Iowa Viral Vector Core Facility and used for intratracheal instillation at 2.10^8^ PFU per mouse.

### Tumor volume measurements

Longitudinal tumor volume monitoring was performed by X-rays micro-computed tomography (μCT; Quantum FX; PerkinElmer). Mice were anaesthetized using isoflurane (Piramal, 56.761.002) before the scanning procedure. Animals were then maintained under anesthesia during lung imaging set at 50 μm voxel size, with retrospective gating. Individual tumor volumes were measured and calculated either with Analyze 12.0 software (PerkinElmer) or with OsiriX MD software (Pixmeo; RRID:SCR_013618).

### Mouse survival analysis

Overall mouse survival was evaluated considering actual mouse death or when lung tumor burden compelled to sacrifice. Control KP mice were the same for the three Kaplan-Meier analyses performed.

### Assessment of tumor parameters

Tumor grading was assessed from haematoxylin and eosin (H and E) stained lung sections by an experienced veterinary pathologist (CG), based on a previous classification system (Jackson et al., 2005). Briefly, lesions were categorized as alveolar hyperplasia (AH), or as tumor on a 1–5 severity grading scale from grade one adenomas to grade five adenocarcinomas. Glut1 staining (defined as weak, intermediate or strong) was monitored in all grades. Tumor numbers were counted from lung sections. Tumor areas were calculated from lung sections using QuPath (Bankhead et al., 2017; RRID:SCR_018257). To evaluate Glut3 staining, tumors were categorized into small or big lesions based on their diameter on histology sections (small <0.82 mm< big); this diameter was chosen because it was the median diameter of all tumors from a test KP cohort. To determine tumor weights, the biggest visible tumors per mouse at autopsy were macro-dissected and immediately weighed. To determine Glut1-3 correlation, KP tumor-bearing lung serial sections stained for Glut1 or Glut3 were analyzed.

### Preparation of lung tumors for electron microscopy (TEM and SEM) and NanoSIMS

Tumor-bearing KP and KPG1 mice at 21 weeks post-tumor initiation were injected intraperitoneally with a solution containing ^13^C-glucose (or ^12^C-glucose as control), four times every 45 min, beginning 3 hr prior to sacrifice, for a total of 7.5 g kg^−1^. Mice were then perfused *via* the heart with a buffered mix of 1.0% glutaraldehyde and 2.0% paraformaldehyde in 0.1 M phosphate buffer (pH 7.4). After 2 hr, the lungs were removed and placed in the same fixative overnight. They were then sectioned with a vibratome (VT1200, Leica Microsystems) at a thickness of 100 μm, and the sections of interest, showing distinct tumors, washed thoroughly with cacodylate buffer (0.1 M, pH 7.4). These were then postfixed for 40 min in 1.0% osmium tetroxide with 1.5% potassium ferrocyanide in cacodylate buffer, and then 40 min in 1.0% osmium tetroxide alone (in cacodylate buffer). They were finally stained for 30 min in 1% uranyl acetate in H_2_O before being dehydrated through increasing concentrations of EtOH and then embedded in Durcupan ACM (EMS, USA) resin. The resin-embedded sections were hardened for 24 hr in an oven at 65°C. Regions of interest were sectioned either at 50 nm thickness, and collected on single slot grids, for transmission electron microscopy (TEM), or at 0.5 µm thickness, and collected on silicon wafers, for scanning electron microscopy (SEM) and NanoSIMS analysis. Sections collected on grids were further contrasted with lead citrate and uranyl acetate solutions, and images taken using a transmission electron microscope (Spirit TEM, operating at 80 kV, FEI Company) with digital camera (Eagle CCD camera; FEI Company). SEM imaging of sections on silicon wafers for correlation with NanoSIMS images was performed using a Zeiss GeminiSEM 500. Imaging was done at 3 kV, using an energy selective backscatter detector (EsB) with a grid bias of 1500 V. NanoSIMS images of cells selected from SEM images were acquired using a Cs^+^ primary beam. Selected areas (usually 50 × 50 μm for entire cell images or 25 × 25 μm for specific areas within a cell) were first implanted in order to clean up the surface and reach stable emission conditions. The areas were then imaged by scanning the Cs^+^-beam focused on the surface of the sample; beam diameter was about 200 μm and current 1.8 pA for the 50 × 50 μm images and about 100 μm with a current of 0.5 pA for the 25 × 25 μm images. Number of pixels were always 256 × 256 and dwell time 5 μs/pixel. For each image, eight layers were acquired and processed using LookatNanosims software (Polerecky et al., 2012). The layers were aligned and stacked. Using a SEM image aligned with the NanoSIMS images, areas of interests were drawn for every LBO.

### Protein extraction for western blot

For transient transfection, 293 T cells were co-transfected with an rtTA plasmid and the Lenti.*TRE*-PPARαΔ13_PGK-Cre construct using LF2000 (ThermoFisher Scientific), and were treated (or not) with 2 μg ml^−1^ doxycycline one day later for 24 hr to monitor PPARαΔ13 induction. For all experiments, cells were lysed in RIPA (150 mM NaCl, 20 mM Tris pH 7.4, 0.1% SDS, 0.5% NP-40, 0.5% sodium deoxycholate, 1 mM sodium orthovanadate, one protease inhibitor cocktail tablet (11836145001, Roche)). Proteins were quantified using a BCA assay, and 50 μg (or 5 μg after Seahorse) was used for western blot. Antibodies used are anti-PPARα (PA1-822A, ThermoFisher Scientific, 1:1000; RRID:AB_2165595), anti-GLUT1 (07–1401, Millipore, 1:1000; RRID:AB_1587074), anti-GLUT3 (ab41525, Abcam, 1:1000; RRID:AB_732609), anti-β-tubulin (sc-9104, Santa Cruz Biotechnology, 1:1000; RRID:AB_2241191), and anti-γ-tubulin (T6557, Sigma-Aldrich, 1:10’000; RRID:AB_477584).

### Immunohistochemistry on mouse tissues

For histological analyses, lung lobes from tumor-bearing mice were fixed in 3,6% formaldehyde (VWR Chemicals, 20909.290) at 4°C for 24 hr, then rinsed once in PBS1x followed by a washing and a keeping in 70% absolute ethanol (VWR, C20820.362) before paraffin embedding. Lung paraffin blocks were sectioned at 4 μm using a rotary microtome (Thermo Scientific, HM325), mounted on slides, dried at 37°C overnight before being stored at 4°C. Lung tissue sections were dewaxed, followed by antigen retrieval in a 10 mM Trisodium Citrate buffer pH 6.0 for 20 min at 95°C. Slides were then washed three times for 5 min in PBS1x before endogenous peroxidase blockade with 0.3% hydrogen peroxide (VWR, 1.07209.0250) for 10 min at room temperature (RT). Next, lung sections were washed three times for 5 min in PBS1x + 0.2% Triton X-100 (Sigma Aldrich, 93420), and blocked in 5% goat serum in PBS1x + 0.2% Triton X-100 for 1 hr at RT. Mouse tissue sections were stained with anti-GLUT1 (ab115730, Abcam, 1:650; RRID:AB_10903230) or anti-GLUT3 (ab41525, Abcam, 1:200; RRID:AB_732609) antibodies in blocking solution, 5% goat serum in PBS1x + 0.2% Triton X-100, overnight at 4°C. The day after, slides were incubated 30 min at RT, and washed three times for 5 min in PBS1x + 0.2% Triton X-100. Tissue sections were incubated 1 hr in biotin-conjugated secondary antibodies in blocking solution, 5% goat serum in PBS1x + 0.2% Triton X-100. Sections were then washed three times for 5 min in PBS1x + 0.2% Triton X-100, incubated for 30 min in avidin-biotin HRP complexes (Vector Laboratories, Vectastain Elite ABC HRP kit, PK-6105), and revealed with a 3,3’-diaminobenzidine (DAB) peroxidase substrate kit (Vector Laboratories, SK-4100). Harris haematoxylin counterstains were performed. Sections immunohistochemically stained were imaged with a Leica microscope (Olympus BX43/U-HGLGPS), or scanned using a slide scanner (Olympus, VS120-L100).

### Human microarray and immunohistochemistry

A tissue microarray (TMA) comprising 36 randomly selected human non-small cell lung cancers (18 stage IB-IIB LUAD, 18 stage IA-IIB LUSC based on the 7^th^ Edition of the UICC TNM classification) was generated by SB using the Translational Research Unit Platform of the Institute of Pathology, University of Bern, as described previously (Zlobec et al., 2013). Tumors were resected between 1990 and 2007. Representative H&E slides from all cases were scanned using a digital slide scanner (Pannoramic P250, Budapest, Hungary). Using a digital TMA annotation tool, each scan was marked using eight cores per tumor of 0.6 mm diameter each. Annotated images were aligned with the tumor block and cored out automatically (TMA Grand Master, 3DHistech, Hungary), producing a next-generation Tissue Microarray (ngTMA). The ngTMA block was cut at 4 μm and a double IHC using anti-GLUT1 (AEC chromogen, red staining) and anti-HIF1α (DAB chromogen, brown staining) was performed. Data on HIF1α were not considered in this study. Anti-GLUT1 (07–1401, Millipore, 1:5000; RRID:AB_1587074) was incubated for 30 min. Antigen retrieval was done in citrate buffer for 30 min at 100°C. GLUT1 membrane staining on tumor cells was classified by an experienced pathologist (CN) into score 0 (no or weak staining in tumor cells in all eight cores), score 1 (intermediate staining in tumor cells in at least 1 of the eight cores) or score 2 (strong staining in tumor cells in at least 1 of the eight cores). No score 0 was present. Visual scoring was done using Scorenado, an automated core-wise digital image display and documentation tool based on QuPath elements (Lytle et al., 2019).

### RNA isolation, reverse transcription and real-time PCR

Single cell suspensions from macro-dissected tumors were obtained using a gentleMACS Octo Dissociator (Miltenyi Biotec). RNA was prepared for sequencing from bulk tumors (bulk Lenti) or from CD45^-^ (non-immune) tumor fractions (PGK-Cre, SPC-Cre and CC10-Cre). In the latter case, magnetic cell sorting to remove immune cells was performed using anti-CD45 MicroBeads (130-052-301, Miltenyi Biotec). RNA for real-time PCR or sequencing was extracted using TRIzol (15596018, ThermoFisher Scientific). For real-time PCR, 1 μg RNA was used for reverse transcription using High-Capacity cDNA Reverse Transcription Kit (4368814, ThermoFisher Scientific). Real-time PCR was done using Taqman universal PCR master mix (4324018, ThermoFisher Scientific) and Taqman probes for the following genes: *Slc2a1*: Mm00441480_m1; *Slc2a3*: Mm00441483_m1; *Slc2a2*: Mm00446229_m1; *Slc2a4*: Mm00436615_m1; *Slc2a5*: Mm00600311_m1; *Slc2a6*: Mm00554217_m1; *Slc2a7*: Mm01260610_m1; *Slc2a8*: Mm00444634_m1; *Slc2a9*: Mm00455122_m1; *Slc2a10*: Mm01249519_m1; *Slc2a12*: Mm02375931_s1; *Slc2a13*: Mm01306489_m1; *Slc5a2*: Mm00453831_m1; *Slc50a1*: Mm00485707_m1; gene expression level normalization gene *Rpl30*: Mm01611464_g1 (all from ThermoFisher Scientific, Catalog number: 4331182). Data were presented as ΔC_T_ values.

### Mouse mRNA sequencing, differential expression, and pathway analyses

Multiplexed libraries for mRNA-seq were prepared with the TruSeq stranded mRNA kit (Illumina) starting from 500 ng of good-quality total RNAs (RNA quality scores > 7 on the Fragment Analyzer). Sequencing was subsequently performed on a NextSeq 500 instrument (Illumina) on a high-output flow cell, yielding single-end reads of 85 nucleotides. Adapter sequences and low-quality ends were removed with Cutadapt (v1.9.1), trimming for TrueSeq and polyA sequences. Reads were aligned to mouse genome build mm10 using HISAT2 aligner (v2.0.3beta). Genes with low expression were filtered out (average transcripts per kilobase million < 20). Counts were normalized for library size using TMM method from EdgeR (v3.24.3) and voom from limma. 

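The authors also deposited log2 values for the same 12 tumors. With each tumor's scaled library size read back from those values, they equalled the log2 CPM of the deposited count plus 0.5 to within 5.5e-14, and they include the 13548 genes without a count in any tumor, so no filter on expression had been applied to them. The TMM factors behind them ranged from 0.893 to 1.09. The voom fit on the 16527 genes kept here gave 1 gene with an adjusted p-value under 0.05 for PPARαΔ13 in KP and 0 in KPG1, with 1625 genes at an unadjusted p-value under 0.05 in KPG1.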

Differential expression was computed with limma between Glut1-KO and WT control, or PPARαΔ13 and control.

We investigated pathways as defined in the Hallmark and KEGG collections of MSigDB (v6.0; Subramanian et al., 2005). Gene Set Enrichment Analysis (GSEA) was performed on genes ranked based on t-statistics obtained when comparing Glut1-KO and WT control, or PPARαΔ13 and control. Statistical significance was calculated by permutation tests (number of random permutations = 10^5^).

### Seahorse analyses

Single cell suspensions were prepared from macro-dissected tumors using gentleMACS Octo Dissociator (Miltenyi Biotec). Macro-dissected tumors were weighted and processed into DMEM, no glucose (11966025, ThermoFisher Scientific). Ten or five technical replicates per tumor (5 mg of tumor per replicate) were plated in a XF96 V3-PS cell culture microplate (Seahorse Bioscience, North Billerica) and the rest of cell suspensions were saved for real-time PCR. Cells were incubated during 2 hr in DMEM, no glucose at 37°C. Extracellular acidification rates (ECAR) were then measured using XFe96 Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA). ECAR measurements were performed at 37°C, with measurement cycles broken down into 2 min of mixing, 2 min of waiting and 3 min of data acquisition. During Seahorse assay, 10 mM of glucose was added, followed by 50 mM of 2-deoxyglucose (2-DG). ECAR measurements were reported as normalized to protein concentration. After Seahorse analysis, proteins were extracted from the cells for western blot analyses.

### Cell line authentication

Cell line authentication was performed by Microsynth AG. Profiling of the human cell lines was done using highly polymorphic short tandem repeat loci (STRs). STR loci were amplified using the PowerPlex 16 HS System (Promega). Fragment analysis was done on an ABI3730xl (Life Technologies) and the resulting data were analyzed with GeneMarker HID software (Softgenetics). A549, Calu-6, and H460 cell lines matched 100% to the DNA profile of A549 (ATCC CRM-CCL-185TM; RRID:CVCL_0023), Calu-6 (ATCC HTB-56TM; RRID:CVCL_0236), and NCI-H460 [H460] (ATCC HTB-177TM; RRID:CVCL_0459), respectively. SW 1573 cell line matched 93,3% to the DNA profile of the SW 1573 [SW-1573, SW1573] (ATCC CRL-2170TM; RRID:CVCL_1720).

### Mycoplasma test on human cell lines

Mycoplasma test (13100–01, Mycoplasma Detection Kit, SouthernBiotech) was performed on the 4 cell lines used for the in vitro experiments. All cell lines were mycoplasma negative.

### In vitro human non-small cell lung cancer experiments

Mycoplasma negative and authenticated human Calu-6, H460, A549 and SW 1573 cell lines were plated in 6-well culture plates in RPMI (Gibco, 21875–034) supplemented with 10% FBS (Gibco, 10270106) at 1.10^5^ cells per well. One day later, cells were transfected using lipofectamine RNAi max (Life Technologies, 13778150) with siRNAs: siCTR, si*SLC2A1*, si*SLC2A3*, or si*SLC2A1* + si*SLC2A3*. References and mixes of the siRNAs used for the different conditions are found in Table 1. 72 hr after transfection, cells were counted using Trypan blue dye exclusion assay (Invitrogen, T10282) and an automated cell counter (Invitrogen, Countess Automated Cell Counter). Cells were then lysed into TRIzol (Invitrogen, 15596018) to extract RNA.

**Table 1.** References of the siRNAs used for in vitro experiments.

siRNA	Mixes of	Species	Supplier	References
siCTR	siCTR	Human and Mouse	Invitrogen	Cat# 4390843
si*SLC2A1*	si*SLC2A1*#1	Human	ThermoFisher Scientific	s12926 Cat# 4390824
	si*SLC2A1*#2	Human	ThermoFisher Scientific	s12927 Cat# 4390824
	siCTR	Human and Mouse	Invitrogen	4390843
si*SLC2A3*	si*SLC2A3*#1	Human	ThermoFisher Scientific	s12931 Cat# 4390824
	si*SLC2A3*#2	Human	ThermoFisher Scientific	s12932 Cat# 4390824
	siCTR	Human and Mouse	Invitrogen	Cat# 4390843
si*SLC2A1* + si*SLC2A3*	si*SLC2A1*#1	Human	ThermoFisher Scientific	s12926 Cat# 4390824
	si*SLC2A1*#2	Human	ThermoFisher Scientific	s12927 Cat# 4390824
	si*SLC2A3*#1	Human	ThermoFisher Scientific	s12931 Cat# 4390824
	si*SLC2A3*#2	Human	ThermoFisher Scientific	s12932 Cat# 4390824

### ^18^F-fluorodeoxyglucose with positron emission tomography (^18^F-FDG PET)

In vivo measurements of the tumors’ glucose uptake were performed on a group of animals (n = 14, i.e. 3 KP, 4 KPG1, 3 KPG3 and 4 KPG1G3, fasted overnight) with positron emission tomography (PET) as previously described in detail (Lanz et al., 2014). Mice were anesthetized with a mixture of 4% isoflurane (vol/vol) in 100% O_2_ for 2 min and then maintained with a mixture of 1.5% isoflurane in 100% O_2_ (0.9 L/min) during tail catheter insertion and initial glycaemia measurement. PET data were acquired on an avalanche photodiode–based LabPET-4 small-animal scanner (Gamma Medica, Sherbrook, Canada). Mice were prone positioned on a heat-regulated scanner bed with respiratory cushion and rectal temperature measurement probe, with the PET scanner field of view adjusted to cover the chest area. A bolus injection of ^18^F-fluorodeoxyglucose (^18^F-FDG) (~20 MBq) was administered through the tail vein catheter within the first 30 s of the PET scan, followed by 150–200 µl of saline chase solution. During the 60 min scan, mice were maintained under 1.5–2% (vol/vol) isoflurane anesthesia in oxygen (0.9 L/min). Monitored temperature and breathing rate were maintained within a physiological range. Raw data were reconstructed with a maximum likelihood expectation maximization (MLEM) algorithm on a circular FOV of 60 mm of diameter and a standard voxel size of 0.5·0.5·1.18 mm, in three time frames of 20 min. The last time frame (labeling steady-state) was used to derive standardized uptake values (SUV) images and measure maximal SUV (SUV_max_) values over tumor regions.

$$SUV\left[g/ml\right]=\frac{R_{ROI}[kBq/ml]}{A_{inj}\left[kBq\right]/w[g]}$$

where *R_ROI_* represents the radioactivity concentration measured in the region of interest (ROI), $A_{inj}$ is the injected activity corrected for the radiotracer decay and *w* is the mouse weight.

PMOD 2.95 software (PMOD Technologies, Zurich) was used for the determination of the standardized uptake value (SUV) and for the delineation of the tumors’ ROIs, based on a visual slice-by-slice matching with the corresponding μCT images. Tumors appearing on consecutive slices were grouped as single VOIs for the calculation of the SUVmax.

### Statistical analyses and graphic design

Statistical analyses were performed, and graphics produced using R version 3.5.1, Prism version eight or Microsoft Excel version 16.

## Data Availability

The RNA sequencing data have been deposited to the GEO database (https://www.ncbi.nlm.nih.gov/geo/) and assigned the identifier: GSE138757. The following dataset was generated: ContatCAnceyPBZanggerNSabatinoSPascualJEscrigSpJensenLGoepfertCLanzBLeporeMGruetterRRossierABerezowskaSNepplCZlobecIClerc-RossetSpKnottGWRathmellJCAbelEDMeibomAMeylanE2020Combined deletion of Glut1 and Glut3 impairs lung adenocarcinoma growth.NCBI Gene Expression OmnibusGSE13875710.7554/eLife.53618PMC731117332571479 The following previously published dataset was used: The International Cancer Genome Consortium (Hudson (Chairperson)2010International network of cancer genome projectsThe Cancer Genome AtlasTCGA-LUAD

How the deposited data were processed for this re-analysis (not part of the article)

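RNA from the CD45-negative fraction of 12 mouse lung tumors was analysed, 3 each with the labels KP, KP-PPARαΔ13, KPG1 and KPG1-PPARαΔ13. Conditions, replicate numbers and sex were taken from the sample labels, and the mouse of each tumor from a number in them that is read as the mouse. The authors trimmed reads with Cutadapt, aligned them to mm10 with HISAT2 and deposited a count of reads per gene for each tumor and a combined table. The files of all 12 tumors were equal to the combined table. The authors also deposited log2 values per gene, which are log2 CPM after TMM scaling. The counting tool and annotation are not named in the paper's text. All 37 mitochondrial genes are listed at 0. Columns of per-sample values that match no sample numbered 0.

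The total count per tumor ranged from 25263794 to 32654223. With 39017 genes listed and 13548 without a count in any tumor, depth limits low genes only, and the spread between tumors sets the precision. Gene positions come from GENCODE M21, which uses the genome of mm10 and held 96.4% of the gene identifiers, with 99.75% of the counts.

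Differential expression was computed from the counts with edgeR 4.0.16 (TMM, filterByExpr by condition, glmQLFit and glmQLFTest) under R 4.3.3, with the 12 tumors in one fit and Benjamini-Hochberg adjustment at a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of F. GSEA used fgsea 1.28.0 with 100000 permutations, weight 1 and seed 20 on limma 3.58.1 voom t-statistics, and p-values were adjusted over the 6 lists within a comparison. Scores of a list per tumor are means of log2 CPM with a prior count of 2. Comparisons of 3 tumors with 3 used two-sided exact permutation tests, whose smallest p-value is 0.1. Genes named in the text are those in a list written before the data were examined and, for each PPARαΔ13 comparison, up to 5 genes per direction with the largest change among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. Any other gene was chosen after its values were seen.

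The scripts were tested on simulated data with 200 changed genes. Alternatives set before the data were examined were DESeq2 1.42.0, limma voom, upper-quartile normalization, no filter on low counts, a mean of at least 20 CPM, a fit of the compared conditions alone, sex as a covariate, the replicate number as a block, tumors of the same mouse summed, leaving out each tumor, ranking by edgeR, camera with a preset correlation of 0.01 or an estimated one, and fry. Added after seeing the data were a mean of at least 20 TPM, the paper's filter, with exon lengths of GENCODE M21, the removal of a trend with GC content and length, Reactome sets supplied with fgsea, the comparisons averaged over both genotypes or both diets, with the list tests on the former, the test of lists on the difference between genotypes, and a fit with the log2 CPM of *Ppara* as a covariate for the genes that differed with doxycycline. Splits of the tumors for these lists and for those in KPG1 against KP used 10000 permutations of genes. Pseudogenes were matched to protein-coding transcripts with BLAST+ 2.17.0, with at least 50% of the pseudogene aligned. Marker lists of 8 cell types were written before the data were examined. Tumor volumes, Seahorse and imaging data and the other cohorts of the paper were not analysed here, and the values of some genes are not reported here.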

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

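The comparisons averaged over genotypes or diets, the list tests on the difference between genotypes, and the tests below of chromosome 4, splits for lists, library size, gene correlation, leukocyte markers, hemoglobin copies, sex on the difference between genotypes, calls made again in the doxycycline groups, the *Ppara* count and, for the Flox/Flox comparison, tumors of one mouse were chosen after the result was seen. Groups are named by their labels, which *Ppara* and *Slc2a1* did not bear out in every tumor. For the genotype, *Gm10036* had 0.96 to 1.71 CPM in all wild-type tumors and 35.9 to 47.1 CPM in all Flox/Flox tumors. *Gm10036*, *BC002163*, *Tcea3* and *Gm7125* were called without doxycycline and again in the separate tumors of the doxycycline groups. This argues against tumors exchanged between the genotypes, and does not test the deletion of *Slc2a1*.

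The effect of PPARαΔ13 differed between KPG1 and KP for 3 of the 6 lists. For fatty acid degradation the NES of the difference was -1.74 (adjusted p = 0.00831, 0.00022 to 0.453 over 24 alternatives, 23 of 37 genes lower). For interferon response it was -2.34 (adjusted p = 0.000133, 1.06e-05 to 0.748 over 24 alternatives, 28 of 31 genes lower), and for glycolysis -2.27 (adjusted p = 0.000133, 3.87e-05 to 0.251 over 23 alternatives, 17 of 18 genes lower). Genes of a list that vary together between tumors are a candidate explanation for these small p-values, since with fry, which keeps that correlation, the smallest adjusted p of the 3 lists was 0.194. Chance is another, since of 100 splits of the tumors drawn within genotypes, 28 gave 3 or more of the 6 lists past the threshold, the real one included, and the most in any was 5. The call of fatty acid degradation was also lost without KPG1 replicate 3 (0.119). With sex as a covariate, the difference kept its call for interferon response and glycolysis (adjusted p = 0.00025 each), which argues against sex as the whole cause for these, as do interferon response in KPG1-PPARαΔ13 (adjusted p = 0.000144) and glycolysis in KP-PPARαΔ13 (adjusted p = 0.00151). For fatty acid degradation the difference lost its call (adjusted p = 0.178, NES -1.34). The covariate also takes a degree of freedom, so sex cannot be told apart from genotype for this list. Fewer leukocytes in the fraction could lower interferon genes, but the 6 leukocyte markers went both ways (median log2 fold change 0.125, from -0.354 to 1.49) and these cannot be told apart by them. A difference of genotype stays open and untested beyond this.

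Over both diets, 8 genes differed between *Slc2a1* Flox/Flox and wild-type tumors (5 higher, 3 lower; 748 at an unadjusted p under 0.05, where chance gives about 826). Of 100 splits of the tumors drawn within diets, 1, the real one, gave as many, and the most in any other was 1. With sex as a covariate 7 of the 8 kept their call, and *Fkbp5* did not (edgeR adjusted p = 0.0955). The median library size differed by 0.63% between genotypes, against an SD of up to 9.51% within them. With tumors of the same mouse summed, 3 of the 8 kept their call and all 8 their sign. Of the 5 that lost it, *Tcea3* and *Gm6594* are also among the genes of KPG1 against KP below, and with tumors of the same mouse summed both differed in the same direction between the separate mice of the doxycycline groups (p adjusted over those 6 genes, 0.000118 and 0.00196), which argues against shared mice as the cause. For the other 3, *Gm11223*, *Rhbdl2* and *Fkbp5* (smallest adjusted p 0.0962), fewer samples alone also remove calls. In each of them, all wild-type tumors lay apart from all Flox/Flox tumors. *Gm11223* had 0.51 to 1.775 CPM in wild-type and 7.23 to 33.4 CPM in Flox/Flox tumors. *Rhbdl2* had 1.82 to 18.0 against 0.14 to 0.70 CPM, and *Fkbp5* 33.2 to 57.8 against 15.0 to 22.9 CPM. No single mouse carries these differences. The genes were picked for their difference between these same tumors, so this separation does not decide whether shared mice are the cause. A candidate explanation is strain variants linked to the *Slc2a1* allele, which lies on chromosome 4. By their own position, 3 of the 8 genes lie there, against 6.38% of tested genes (Fisher's exact test, p = 0.0114). Counting pseudogenes at the protein-coding gene they resemble most, 5 do, against 6.05% (Fisher's exact test, p = 3.86e-05). These are *Rhbdl2*, *Tcea3*, *Gm11223* (99.8% identical to *Stmn1*), *BC002163* (99.4%, *Ndufs5*) and *Gm10036* (99.3%, *Rpl11*). Neighboring genes are not independent, and reads of near-identical copies are uncertain. *Ndufs5* and *Rpl11* themselves changed little over both diets (log2 fold changes -0.245 and 0.21, standard errors 0.175 and 0.161). Their values thus do not show that reads moved from them to their copies. *Gm10036* had 1.32 ± 0.152 CPM in KP and 38.4 ± 3.92 CPM in KPG1 (SD, n = 3 each).

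Over both genotypes, 3 genes differed with doxycycline, with 1662 at an unadjusted p under 0.05. *Anpep* had a log2 fold change of -1.81, *Acsbg1* of 4.16 and *Hba-a2* of 4.62 (edgeR adjusted p = 0.00429 for each). Of 100 splits drawn within genotypes, 4 gave as many, the real one included, and another split gave 17. Leaving out KP-PPARαΔ13 replicate 3 gave 13 genes and leaving out KPG1-PPARαΔ13 replicate 1 gave 6, while *Hba-a2* lost its call without KPG1 replicate 1 (0.051) and with limma voom (0.0537). All 3 genes kept their call with sex as a covariate, and all 3 with tumors of the same mouse summed. *Acsbg1* rose as much in KPG1 (log2 fold change 4.18), where the change of *Ppara* was 0.48, as in KP (4.15), where that of *Ppara* was 3.13. *Hba-a2* rose by 7.72 in KPG1 and by 1.52 in KP (edgeR adjusted p = 0.37 in KP). Its averaged change thus rests mostly on the KPG1 tumors without doxycycline, which had 0.10 to 0.53 CPM. With the log2 CPM of *Ppara* as a covariate, all 3 genes kept their call (edgeR adjusted p = 0.0123 each), which argues against transgene expression as read from the *Ppara* count as the whole cause. Transgene expression that this count does not show changed together with the diet in the design and was not tested. For *Hba-a2*, reads could have been divided differently between near-identical hemoglobin genes. *Hba-a1* and *Hba-a2* together rose by 1.11 on the log2 scale in KPG1, far less than *Hba-a2* alone, but *Hba-a1* makes up most of the sum, so this cannot be told apart from a rise of *Hba-a2*.

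Without doxycycline, 6 genes differed between KPG1 and KP, 4 higher and 2 lower in KPG1. They are *Gm10036*, *BC002163*, *Gm6594*, *Gm7125*, *Tcea3* and *Hba-a2*, and all were named after their values were seen. *Gm6594* and *Gm7125* had at most 1 count in every KP tumor. Of the 10 splits of the 6 tumors 1, the real one, gave as many genes. Of the 6 genes, 4 were called again in the same direction between KPG1-PPARαΔ13 and KP-PPARαΔ13, which are separate tumors, and this argues against chance for them. They are *Gm10036* (edgeR adjusted p = 2.54e-05), *BC002163* (0.000586), *Tcea3* (0.0171) and *Gm7125* (0.0451). *Gm6594* was not (0.462 over all genes), but it was higher there too, with a p adjusted over the 6 genes alone of 0.000875, and had 16 to 23 counts in the 6 Flox/Flox tumors against 0 to 4 in the 6 wild-type tumors, so the tables argue against chance for it as well. *Hba-a2* (0.923 over all genes, 0.719 over the 6) had a log2 fold change of -5.99 without doxycycline and 0.21 between the doxycycline groups, and with 10 splits chance cannot be told apart from a difference for it. Sex differs fully between these groups, and with sex as a covariate, which rests on the other groups, 2 genes passed the threshold. Leaving out any one of the 6 tumors gave 2 or 3 genes.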

How the results depend on the processing

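The comparisons averaged over genotypes or diets, the list tests on the difference between genotypes, and the settings with TPM, the GC trend and Reactome sets were chosen after seeing the data. The cause of a change was not tested unless named.

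Counts of genes depend most on the test. DESeq2 gave 372 genes in KP (1 with edgeR), 211 in KPG1 (1), 286 for the difference (0; 1952 unadjusted), 60 for KPG1 against KP (6), 288 for doxycycline (3) and 39 for Flox/Flox (8). Limma voom gave 0 in KPG1 (1625 unadjusted). No filter gave 2 in KP and 5 for doxycycline. A mean of at least 20 CPM gave 2 for KPG1 against KP and 1 for Flox/Flox, and 20 TPM gave 4 for Flox/Flox. The compared conditions alone gave 0 in KP (1368 unadjusted), 0 in KPG1 (2380) and 10 for KPG1 against KP. Sex as a covariate gave 0 in KP (1463 unadjusted) and 2 for KPG1 against KP. Tumors of the same mouse summed, which leaves fewer samples, gave 0 in KP (1562 unadjusted) and KPG1 (1196), 2 for KPG1 against KP and 3 for Flox/Flox. Leaving out one tumor gave from 0 to 1 genes in KP, 0 to 2 in KPG1, 2 to 3 for KPG1 against KP, and 2 to 13 for doxycycline (13 without KP-PPARαΔ13 replicate 3), with 1438 to 2189 unadjusted where KP had 0 and 1227 to 1707 where KPG1 had 0. The 2 genes in KPG1 came without KPG1-PPARαΔ13 replicate 2.

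Replicate numbers do not pair the tumors, since deviations of same-numbered tumors correlated by -0.168 to 0.09. With the replicate block the counts were 0 in KP (1632 unadjusted), 2 in KPG1 and 5 for Flox/Flox. Adjusted p was 0.0305 for PPARα targets in KP and 0.0251 for bile acid metabolism in KPG1 against KP, and log2 fold changes near 0 changed sign for *Acaa1b* (-0.299) and *Abcd3* (0.004) in KP and *Pex13* in KPG1 (0.007). *Anpep* in KP had 0.0508. The block changed no other call.

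The *Ppara* fold change in KP was called with DESeq2 (3.149), as was *Slc2a1* in KPG1-PPARαΔ13 against KP-PPARαΔ13 (-1.527). *Slc2a1* in KPG1 against KP, near 0, changed sign with DESeq2 (0.002) and no filter (0.007), and ranged from -0.365 to 0.215 over leaving out one tumor.

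Lists below are given as adjusted p. In KP, bile acid metabolism and peroxisome lost their calls with camera (preset 0.0517 and 0.0881, estimated 0.351 and 0.48), fry (0.24 and 0.304), same mouse summed (0.0824 and 0.115) and Reactome (0.405 and 0.146), and ranged from 0.0222 to 0.275 and 0.00246 to 0.275 over leaving out one tumor (most without KP replicate 1, and over 0.05 also without KP-PPARαΔ13 replicate 1 or 2 and, for the first, KP replicate 3). Glycolysis lost its call with estimated camera (0.351) and fry (0.199). PPARα targets were called with no filter (0.0434), the compared conditions alone (0.0428), TPM (0.0399) and GC trend removed (0.0105), and ranged from 0.0411 to 0.47 over leaving out one tumor (called without KP replicate 2 or KP-PPARαΔ13 replicate 3, 0.0431). Fatty acid degradation turned lower with no filter (0.998), 20 CPM (0.863), the compared conditions alone (0.842), TPM (0.399) and Reactome (0.948), and had 0.47 to 0.99 over leaving out one tumor (lower without KP replicate 2 or KP-PPARαΔ13 replicate 3). Interferon response turned lower with same mouse summed (0.997), with 0.109 to 0.826 over leaving out one tumor (lower without the same 2 tumors).

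In KPG1, estimated camera gave 0.0732 for bile acid metabolism and interferon response, 0.108 for fatty acid degradation and 0.186 for peroxisome and PPARα targets, preset camera 0.0535 for PPARα targets, and fry 0.0782 for fatty acid degradation, 0.21 for peroxisome and 0.228 for PPARα targets. Reactome gave 0.324 for bile acid metabolism, peroxisome, interferon response and, now higher, PPARα targets. Without one tumor, peroxisome had 4.34e-05 to 0.188 and PPARα targets 0.00116 to 0.182 (both highest without KPG1 replicate 3), and glycolysis 0.0488 (without KPG1-PPARαΔ13 replicate 2) to 0.732 (higher without KPG1 replicate 2).

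For the difference between genotypes, estimated camera gave 0.251 and fry 0.194 or 0.195 for fatty acid degradation, interferon response and glycolysis. Fatty acid degradation also lost its call with 20 CPM (0.0931), TPM (0.252), sex (0.178) and Reactome (0.453), with 0.00022 to 0.119 without one tumor (highest without KPG1 replicate 3), and interferon response with Reactome (0.748). Bile acid metabolism was called with same mouse summed (0.0166) and turned higher with Reactome (0.979). Peroxisome turned higher with TPM (0.78), sex (0.973) and Reactome (0.979), with 0.14 to 0.992 without one tumor (higher without replicate 3 of KP, KP-PPARαΔ13 or KPG1). PPARα targets turned lower with camera (0.75 and 0.808), the edgeR ranking (0.914), fry (0.959), 20 CPM (0.355), TPM (0.79), sex (0.622) and same mouse summed (0.472), with 0.182 to 0.894 without one tumor (lower without replicate 1 of KP, KP-PPARαΔ13 or KPG1, KP-PPARαΔ13 replicate 3 or KPG1 replicate 2).

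For KPG1 against KP, estimated camera gave 0.13 for fatty acid degradation and 0.194 for peroxisome, PPARα targets and glycolysis, and fry 0.115 and 0.242. Sex gave 0.155 for peroxisome and 0.0857 for PPARα targets, and Reactome 0.488 and, now lower, 0.497. Bile acid metabolism was called with preset camera (0.0352), the edgeR ranking (0.027), no filter (0.031), the compared conditions alone (0.0216), same mouse summed (0.00511) and GC trend removed (0.0186), with 0.00587 to 0.578 without one tumor (called without KP replicate 1 or KPG1 replicate 1 or 2). Peroxisome had 5.6e-05 to 0.237 and PPARα targets 0.000804 to 0.46, both highest without KPG1 replicate 3 and over 0.05 also without KP replicate 3 (0.132 and 0.0801). Interferon response turned higher with 20 CPM (0.72), TPM (0.571), no filter (0.998) and sex (0.968), with 0.179 to 0.985 without one tumor (higher without KP replicate 1 or 3 or KPG1 replicate 3).

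Averaged over genotypes, estimated camera gave 0.0607 for bile acid metabolism, 0.199 for fatty acid degradation, 0.142 for peroxisome, PPARα targets and interferon response and 0.29 for glycolysis, and fry 0.175 for fatty acid degradation, 0.104 for peroxisome, PPARα targets and interferon response and 0.199 for glycolysis. Reactome gave 0.309 for bile acid metabolism and peroxisome and 0.693 for interferon response and, now higher, PPARα targets. Without one tumor, fatty acid degradation had 0.00357 to 0.132 (highest without KP replicate 3), PPARα targets 0.00399 to 0.0588 (highest without KPG1-PPARαΔ13 replicate 2) and glycolysis 0.00206 to 0.121 (highest without KP-PPARαΔ13 replicate 1), and the other 3 lists kept their calls.

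Log2 fold changes of single genes changed sign as follows, none of them past the threshold. In KP, limma voom had *Acaa1b* at -0.187 and *Aldh9a1* at 0.027, TPM *Hsd17b4* at -0.001, sex *Abcd3* at 0.192 and *Aldh9a1* at 0.088, and same mouse summed *Aldh9a1* at 0.12. In KPG1, *Pex13* was 0.02 with limma voom, 0.01 with 20 CPM, 0.026 with TPM, 0.16 with sex and 0.015 with upper-quartile normalization, *Slc2a1* 0.01 with TPM, 0.166 with sex and 0.078 with same mouse summed, and *Pex19* 0.06 with sex. Over leaving out one tumor, ranges in KP were -0.314 to 0.133 for *Abcd3*, -0.577 to 0.145 for *Npc1*, -0.208 to 0.394 for *Aldh9a1*, -0.349 to 0.026 for *Pex19*, -0.074 to 0.397 for *Plin2*, -0.257 to 0.297 for *Hsd17b4* and -0.331 to 1.128 for *Acaa1b*. In KPG1 they were -0.544 to 0.24 for *Angptl4*, -0.244 to 0.327 for *Slc2a1*, -0.616 to 0.008 for *Hsd17b4*, -0.112 to 0.205 for *Pex13*, -0.305 to 1.204 for *Slc2a3* and -0.262 to 0.066 for *Aldh9a1*, and for KPG1 against KP -0.292 to 0.827 for *Slc2a3*. Of single named genes, 24 other results changed their side of the threshold, 17 weaker and 7 stronger.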

Differences from the paper's values

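The paper gives NES values only as bars in Figure 3—figure supplement 3d, read by eye here. Some sets appear there among both the induced and the repressed bars of one comparison, so whether the bars are on the scale of the signed score used here is not known. The lists here are not the MSigDB sets, and the Hallmark fatty acid metabolism set was not analysed here. The bile acid metabolism list is a part of the Hallmark set, the 21 genes that Figure 3b shows as higher in KPG1. Its NES is thus not like for like with that of the whole set, and a gap between them can come from this choice of genes. The error is the SD of the NES over the fits that each left out one tumor. Those fits share most of their tumors, so this error is narrower than a jackknife standard error and leaves more values outside it. No NES was computed with DESeq2, upper-quartile normalization, camera or fry, so the alternatives below are the others that were set before the data were examined.

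For bile acid metabolism in KP the NES was -1.67 (error 0.13) against the paper's about -1.5 (Figure 3—figure supplement 3d). Of the alternatives set before the data were examined, the edgeR ranking (-1.61), tumors of the same mouse summed (-1.57), and leaving out KP replicate 3 (-1.48) or KP-PPARαΔ13 replicate 1 (-1.58), 2 (-1.5) or 3 (-1.56) came within the error, and the others with an NES did not.

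For fatty acid degradation in KP the NES was 0.46 (error 0.767) against the paper's about -1.0. No filter on low counts (-0.53), a mean of at least 20 CPM (-0.74), the compared conditions alone (-0.77), and leaving out KP replicate 2 (-0.78) or KP-PPARαΔ13 replicate 3 (-0.61) came within the error, and the other alternatives with an NES that were set before the data were examined did not. Chosen after seeing the values, a mean of at least 20 TPM, the filter that the paper's methods give, had -1.04 (adjusted p = 0.399) and the Reactome set -0.82. No setting gave an adjusted p-value under 0.05 (0.399 to 0.999 over 19 alternatives).

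In KPG1 the NES was -2.16 for bile acid metabolism (error 0.189) against the paper's about -1.1, -2.13 for fatty acid degradation (error 0.164) against about -1.5, and -1.84 for peroxisome (error 0.352) against about -1.0. None of the alternatives with an NES that were set before the data were examined closed the first 2 gaps, and for peroxisome leaving out KPG1 replicate 3 did (-1.18). Chosen after seeing the values, Reactome sets gave -1.26 for bile acid metabolism and -1.1 for peroxisome, which came within the error. For fatty acid degradation the Reactome set gave -2.3, farther from the paper's value. In the same order as above, a mean of at least 20 TPM gave -2.055, -1.82 and -1.565. With the GC trend removed the values were -2.11, -2.12 and -1.87. Neither of these 2 settings closed a gap.

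The paper states that fatty acid pathways were repressed in both genotypes, and the fatty acid degradation list was not lower in KP here (14 of 37 genes lower). The figure shows interferon sets repressed in both genotypes, and the interferon list had an NES of 0.91 in KP here (adjusted p = 0.728, 0.109 to 0.999 over 19 alternatives). It shows glycolysis induced in both, and the glycolysis list had an NES of -1.09 in KPG1 here (adjusted p = 0.326, 0.0488 to 0.732 over 18 alternatives).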

Other observations

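Most tests below, of splits of the tumors and sex, were chosen before their results were seen. The DESeq2 splits, the comparison averaged over genotypes and the tests on its lists, and the splits for lists in KPG1 against KP were chosen after. The removal of the trend with GC content and length was added after seeing the data.

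The calls of PPARαΔ13 rest on few tumors. Of the 10 splits of the 6 tumors, 2 gave as many genes as the labels in KP and 2 in KPG1, which is 1 gene in each. For the difference of effects 0 genes were called (1952 at an unadjusted p under 0.05), so all 100 splits drawn gave as many by construction, and this tests nothing. For the 4 lipid lists, counted when lower and past the threshold, 2 of 10 splits gave as many as the labels in KP and 3 of 10 in KPG1. With 10 splits no share under 0.05 is possible, so chance cannot be told apart from an effect of PPARαΔ13 in KP or in KPG1. With DESeq2, whose count in KP was 372, 2 of 10 splits gave as many, and the other splits gave 13 to 481 genes. In KPG1, with 211, the others gave 1 to 51.

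Averaged over KP and KPG1, which uses all 12 tumors, the 4 lipid lists were lower with PPARαΔ13. The NES was -2.16 for bile acid metabolism (adjusted p = 0.00017, 3.42e-05 to 0.309 over 24 alternatives, 19 of 21 genes lower), -1.69 for fatty acid degradation (0.00818, 0.00357 to 0.199 over 24, 23 of 37 lower), -1.97 for peroxisome (0.000133, 5.99e-05 to 0.309 over 24, 51 of 75 lower) and -1.63 for PPARα targets (0.00818, 0.00399 to 0.693 over 24, 33 of 50 lower). Interferon response was lower (NES -2.08, adjusted p = 0.000133, 5.99e-05 to 0.693 over 24, 28 of 31 lower) and glycolysis higher (NES 1.59, adjusted p = 0.0256, 0.00206 to 0.29 over 23, 15 of 18 higher). All 4 lipid lists kept their calls with sex as a covariate, all 4 with tumors of the same mouse summed and all 4 once the trend with GC content and length was removed, which argues against each of these as the whole cause. Bile acid metabolism kept its call with fry (adjusted p = 0.0383) and lost it with camera and an estimated correlation (0.0607). These tests differ, so they do not decide whether genes varying together are the whole cause for this list. Genes varying together stay a candidate explanation for the other 3 lipid lists (smallest adjusted p with fry 0.104). Chance stays open for the lipid lists, since of 100 splits drawn within genotypes and tested with 10000 permutations of genes, 8 gave all 4 past the threshold in one direction, the real one included. For all 6 lists in either direction 2 of the 100 did, which argues against chance for the 6 together. Fatty acid degradation lost its call without KP replicate 1 (0.124) or 3 (0.132), KP-PPARαΔ13 replicate 2 (0.0983), KPG1 replicate 2 (0.0722) or KPG1-PPARαΔ13 replicate 2 (0.106), and PPARα targets without KP replicate 3 (0.0561) or KPG1-PPARαΔ13 replicate 2 (0.0588). Glycolysis lost its call without KP replicate 3 (0.0561), KP-PPARαΔ13 replicate 1 (0.121) or KPG1 replicate 3 (0.0802). The difference of effects between the genotypes, which an average hides, was called for fatty acid degradation, interferon response and glycolysis. An effect of PPARαΔ13 and one of the diet are not separated by the design.

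Against GC content and length as the whole cause, all 6 calls of the 4 lipid lists were kept once a trend with both was removed from the t-statistics. The trend explained 1.77% of their variance in KP and 0.19% in KPG1. With sex as a covariate, 2 of 2 lipid list calls were kept in KP and 4 of 4 in KPG1. Sex as an effect shared by all groups is thus not the whole cause of these calls.

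The paper reports *Hallmark* bile acid metabolism and PPARα targets as higher in KPG1 than in KP tumors of 3 cohorts. In KPG1 against KP here, the NES was 1.51 for bile acid metabolism (adjusted p = 0.0539), 1.56 for PPARα targets (0.0222), 2.03 for fatty acid degradation, 1.84 for peroxisome and 2.13 for glycolysis (0.000791 each) and -0.49 for interferon response (0.997). With fry the smallest adjusted p was 0.115. The mean log2 expression of the PPARα target list per tumor differed by -0.054, against the sign of its NES (exact permutation test, p = 0.8). For every other list this difference had the sign of the NES. The KPG1 tumors enter both this comparison and that of PPARαΔ13 in KPG1, so a chance high value in them raises the first and lowers the second. The bile acid metabolism genes were moreover picked by the paper as higher in KPG1, in cohorts started with other vectors. Of the 10 splits of the 6 tumors, 3 gave as many as the 4 called of the 6 lists, and with 10 splits chance cannot be told apart from a difference of genotype for these lists.

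*Slc2a3*, the gene of Glut3, varied from 24.1 to 727.1 CPM over the 12 tumors, and its log2 fold change in KPG1 against KP was 0.20 (standard error 0.995, edgeR adjusted p = 0.982). *Slc2a1* had 108.1 to 152.5 CPM in KP-PPARαΔ13, above each of the 3 KP tumors (35.3 to 57.7 CPM). *Xist* and Y-linked genes matched the labelled sex of all tumors, but *Kdm5d* had 3.72 CPM in KP-PPARαΔ13 replicate 3 against 55.7 to 125.9 CPM in the other tumors labelled male. No explanation was tested for these values.

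Marker lists of 8 cell types had no gene with an adjusted p-value under 0.05 for PPARαΔ13. Their median log2 fold changes in KP and KPG1 were -0.37 and -0.82 for alveolar type 2, -0.45 and 0.22 for club, -0.69 and 0.46 for ciliated, 1.18 and -0.20 for fibroblast, -0.03 and 0.11 for smooth muscle, 0.10 and -0.62 for endothelial, 0.04 and 0.13 for leukocyte and 1.52 and 0.77 for erythroid markers. The lack of calls does not exclude a change in composition, since 0% of genes changed 2-fold were recovered in simulation. In KPG1 all 5 alveolar type 2 markers were lower (log2 fold change -1.875 to -0.319). Their mean log2 CPM, relative to all tumors, was -0.881 to 0.022 in KPG1-PPARαΔ13 and 0.343 to 0.789 in KPG1. In KP the groups overlapped. Whether cell composition underlies the lower lipid lists was not tested.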
